# Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus

**DOI:** 10.7554/eLife.52985

**Published:** 2020-04-29

**Authors:** Clotilde Guyon, Nada Jmari, Francine Padonou, Yen-Chin Li, Olga Ucar, Noriyuki Fujikado, Fanny Coulpier, Christophe Blanchet, David E Root, Matthieu Giraud

**Keywords:** self-antigens, immunological tolerance, Aire, 3'UTR shortening, mTEC, thymus, Mouse

## Abstract

The ability of the immune system to avoid autoimmune disease relies on tolerization of thymocytes to self-antigens whose expression and presentation by thymic medullary epithelial cells (mTECs) is controlled predominantly by Aire at the transcriptional level and possibly regulated at other unrecognized levels. Aire-sensitive gene expression is influenced by several molecular factors, some of which belong to the 3’end processing complex, suggesting they might impact transcript stability and levels through an effect on 3’UTR shortening. We discovered that Aire-sensitive genes display a pronounced preference for short-3’UTR transcript isoforms in mTECs, a feature preceding Aire’s expression and correlated with the preferential selection of proximal polyA sites by the 3’end processing complex. Through an RNAi screen and generation of a lentigenic mouse, we found that one factor, Clp1, promotes 3’UTR shortening associated with higher transcript stability and expression of Aire-sensitive genes, revealing a post-transcriptional level of control of Aire-activated expression in mTECs.

## Introduction

Immunological tolerance is a key feature of the immune system that protects against autoimmune disease by preventing immune reactions against self-constituents. Central tolerance is shaped in the thymus and relies on a unique property of a subset of medullary thymic epithelial cells (mTECs). This subset is composed of mTEChi that express high levels of MHC class II molecules and a huge diversity of self-antigens (Danan-Gotthold et al., 2016; Kyewski and Klein, 2006). Thus, developing T lymphocytes in the thymus are exposed to a broad spectrum of self-antigens displayed by mTEChi. Those lymphocytes that recognize their cognate antigens undergo either negative selection, thereby preventing the escape of potentially harmful autoreactive lymphocytes out of the thymus, or differentiate into thymic regulatory T cells beneficial for limiting autoreactivity (Cowan et al., 2013; Goodnow et al., 2005; Klein et al., 2014). Self-antigens expressed by mTEChi include a large number of tissue-restricted antigens (TRAs), so-named because they are normally restricted to one or a few peripheral tissues (Derbinski et al., 2001; Sansom et al., 2014). A large fraction of these TRAs in mTEChi are induced by a single transcriptional activator that is expressed almost exclusively in these cells - the autoimmune regulator Aire. Mice deficient for the *Aire* gene exhibit impaired TRA expression in mTEChi, whereas TRA expression remains normal in peripheral tissues of these mice. Consistent with inadequate development of central tolerance, *Aire* knockout (KO) mice develop autoantibodies directed at some of these TRAs, resulting in immune infiltrates in multiple tissues (Anderson et al., 2002). Correspondingly, loss-of-function mutations in the human *AIRE* gene result in a multi-organ autoimmune disorder known as autoimmune polyglandular syndrome type 1 (Nagamine et al., 1997; Peterson et al., 2004).

How the expression of thousands of Aire-sensitive self-antigen genes is controlled in mTEChi has been a subject of extensive investigation. Significant progress has been made, notably through the identification of a number of molecular factors that further activate the expression of prototypic Aire-sensitive genes in a model employing cell lines that express Aire ectopically by transfection with a constitutive *Aire* expression vector (Abramson et al., 2010; Giraud et al., 2014). These studies revealed a role for relaxation of chromatin in front of the elongating RNA polymerase (RNAP) II by the PRKDC-PARP1-SUPT16H complex (Abramson et al., 2010) and for an HNRNPL-associated release of the stalled RNAPII (Giraud et al., 2014). However, the effect of most of the identified factors on the full set of Aire-sensitive genes in mTEChi is unknown. It remains also uncertain whether these factors partake in a molecular mechanism directly orchestrated by Aire or in a basal transcriptional machinery that would control the expression of Aire-sensitive genes even before Aire is expressed in mTEChi. Lack of knowledge of the precise modus operandi of the identified factors potentially leaves major aspects of promiscuous mTEChi gene expression unknown.

Among the identified factors, seven of them, namely CLP1, DDX5, DDX17, PABPC1, PRKDC, SUPT16H and PARP1, have been reported to belong to the large multi-subunit 3’ end processing complex (de Vries et al., 2000; Shi et al., 2009) which controls pre-mRNA cleavage and polyadenylation at polyA sites (pAs) (Colgan and Manley, 1997). Hence, we asked whether any of these identified factors could influence Aire-sensitive gene expression partially or entirely by the way of an effect on pre-mRNA 3’ end maturation. Deep sequencing approaches have revealed that the vast majority of protein-coding genes in mammal genomes (70–79%) have multiple pAs mostly located in 3’UTRs (Derti et al., 2012; Hoque et al., 2013). These genes are subject to differential pA usage through alternative cleavage and polyadenylation directed by the 3’ end processing complex and are transcribed as isoforms with longer or shorter 3’UTRs depending on the pA usage (Tian and Manley, 2013). The 3’ end processing complex is composed of a core effector sub-complex comprising CLP1 (de Vries et al., 2000; Mandel et al., 2008) and a number of accessory proteins that include DDX5, DDX17, PABPC1, PRKDC, SUPT16H and PARP1 (Shi et al., 2009). Although the individual roles of accessory proteins on differential pA usage remain largely unknown, the core protein Clp1 has been reported to favor proximal pA selection in yeast based on depletion experiments (Holbein et al., 2011). Similarly, increasing levels of Clp1 bound to the 3’ end processing complex was also shown to favor proximal pA selection and shorter 3’UTR isoforms (Johnson et al., 2011). In contrast, a preference for distal pA selection was reported for higher Clp1 levels in a mouse myoblast cell line based on siRNA Clp1 loss-of-function experiments (Li et al., 2015).

Given the observations from prior work that many of the genes, other than Aire itself, that modulate the expression of Aire-induced genes, are members of the 3’ end processing complex, and that one such member of this complex, Clp1, has been reported to affect pA selection, we speculated that 3’UTR length and regulation might be involved in expression of TRAs in mTEChi. We therefore set out to investigate relationships between Aire sensitivity, 3’ end processing, and pA selection in mTEChi.

## Results

### Aire-sensitive genes show a preference for short-3’UTR transcript isoforms in mTEChi

To assess the proportion of long and short-3’UTR transcript isoforms in mTEChi, we selected the genes that harbor potential proximal alternative pAs in their annotated 3’UTRs according to the PolyA_DB 2 database which reports pAs identified from comparisons of cDNAs and ESTs from a very large panel of peripheral tissues (Lee et al., 2007; Figure 1—source data 1). For each gene, the relative expression of the long 3’UTR isoform versus all isoforms could be defined as the distal 3’UTR (d3’UTR) ratio, that is the expression of the region downstream of the proximal pA (d3’UTR) normalized to the upstream region in the last exon (Figure 1A). 

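Of 27567 RefSeq IDs in the deposited feature counts, 8721 had a d3’UTR, and they belonged to 6457 genes. The median d3’UTR was 863 bp long (quartiles 301 and 1811 bp, range 21 to 15184 bp), and the median upstream part of the last exon was 618 bp. Igf1, which encodes insulin-like growth factor 1 and lies on chromosome 10 of mm9 from 87321010 to 87399792, had one of the long d3’UTRs, 6153 bp after an upstream part of 220 bp. Gabrp, a GABA receptor subunit gene on chromosome 11 from 33450781 to 33478959, had 77 bp after 1985 bp. Each ratio given here is the number of reads per bp of the d3’UTR over that of the upstream part, so library size does not enter it, and it is undefined where the upstream part has no read. A short d3’UTR loses a larger share of its possible reads, because only reads wholly inside it were counted. Of all d3’UTRs, 10.32% were shorter than 100 bp. The summed counts were 29372674 upstream and 23491858 in d3’UTRs in the library labelled WT of the first experiment, and 14935680 and 9489741 in that of the replicate experiment.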

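RNA-seq was performed on mouse mTEChi, the medullary thymic epithelial cells with high MHC class II that present tissue antigens to developing thymocytes, in 4 libraries. A first experiment and a replicate experiment each gave 1 library labelled WT and 1 labelled Aire-KO. Every library was made from cells sorted as CD45-negative, Ly51-negative and I-A/E-high from the pooled thymi of 4 mice, at 4 weeks of age. The methods name polyA selection, the TruSeq RNA Library Prep Kit v2 and the Illumina HiSeq 1000, whereas the sample labels name another version of the kit and another HiSeq model. This kit does not mark strand, so reads of a gene and of an overlapping antisense gene cannot be told apart. The authors reduced the paired reads to single-end reads of 50 bp, mapped them to mm9 with Bowtie (version 1.0.0 in the submitters' processing notes) and counted, with intersectBed and coverageBed, the reads that lie wholly inside each exon of the RefSeq genes. The deposited values are raw counts, in 1 table for 30794 RefSeq IDs and in another for the parts of each transcript (5’UTR, exons, last exon upstream of the proximal pA, and d3’UTR). Summed over 1 RefSeq ID per gene, the first experiment held 138089617 counts in the library labelled WT and 120265059 in that labelled Aire-KO, and the replicate experiment held 80971559 and 174095207. Cd74, the MHC class II invariant chain, took the largest share of any gene in each library, from 1.03% to 1.89% of the counts. The paper states 114828554 mapped WT reads and 179098324 mapped Aire-KO reads for its d3’UTR script, and the values given here use the deposited counts. The part of Figure 1—source data 3 used here, its first 1999 rows, holds other counts than the deposited tables. Of its 918 features with at least 100 WT reads, 1 had the count of the first experiment and 0 had that of the replicate experiment, and of 903 such features in Aire-KO the numbers were 2 and 1. The replicate experiment gave 781 Aire-sensitive RefSeq IDs with a ratio in WT and 588 in Aire-KO, which match the numbers in the legend of Figure 1—figure supplement 1, and whether the first experiment stands behind Figure 1 is left open. Within an experiment, fold changes were computed with the median-of-ratios size factors of DESeq, after the methods of the paper. Over all 4 libraries, the counts were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts. With 2 libraries per genotype this test recovered 24% of simulated 4-fold changes and 81.6% of 8-fold changes, so smaller differences in single genes were mostly out of its reach. RefSeq IDs of one gene share exons and reads, and a feature near or below the read length collects few reads or none, which held for 407 d3’UTRs shorter than 50 bp.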

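Aire, the transcriptional regulator deleted in the KO mice, had more counts in the libraries labelled Aire-KO than in those labelled WT. Its counts were 87229 in WT and 200697 in Aire-KO in the first experiment and 36597 and 175884 in the replicate experiment, a log2 fold change (WT over Aire-KO) of −1.61 (standard error 0.44, adjusted p = 0.0885 from edgeR, and 0.000448 with the experiment as a replicate block). The gene lies on chromosome 10 of mm9 from 77492767 to 77506355, on the minus strand. The paper names the allele (Aire tm1.1Doi) and not its deleted exons, so counts over the whole gene cannot check the labels, and it reports no RT-qPCR or protein measure of Aire in these cells. All directions given here are therefore those of the labels. Of 26790 RefSeq IDs tested, 1495 were higher and 69 lower in the libraries labelled WT at an adjusted p under 0.05 from edgeR (95.6% of the calls higher). The 10 genes with the largest difference higher in WT had 0 counts in both libraries labelled Aire-KO. They were Dcpp2, Amtn, which encodes the enamel protein amelotin, the embryonic globin Hbb-bh1, the forkhead factors Foxn4 and Foxi2, Cst8, Lcn8, the milk protein gene Wap, and the defensins Defa32 and Defa33. The counts of these defensins were identical in every library, and whether they share reads was not tested. Against a floor of 3 counts per library, Dcpp2 was at least 456-fold higher in WT (1191 counts in each WT library), Amtn at least 399-fold and Hbb-bh1 at least 317-fold. The largest difference in the other direction was that of Ctla4, an inhibitory receptor of T cells, with 12.4 and 10.9 CPM in the libraries labelled WT and 222 and 112 CPM in those labelled Aire-KO (log2 fold change −3.84, standard error 0.50, adjusted p = 0.0189 from edgeR). Rgr, a retinal opsin, the hexokinase gene Hk3 and Tafa1 were also lower in WT, with log2 fold changes of −3.12, −2.95 and −2.80 (adjusted p from edgeR of 0.022, 0.023 and 0.0268). With this block, 4428 IDs were higher and 2777 lower (61.5% higher), and DESeq2 gave 3438 and 603 (85.1% higher). Library sizes alone gave 2470 higher and 55 lower, and moved the median log2 fold change of all IDs from −0.031 to 0.263.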

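Genes that mark peripheral tissues were among those higher in the libraries labelled WT. Of 18 pancreatic endocrine and exocrine genes, 15 were higher and none was lower at an adjusted p under 0.05 from edgeR (17 when adjusted over the list alone), with a median log2 fold change of 4.99 (4.76 with genes absent from Aire-KO at their lower bound). Sst, which encodes somatostatin, had a log2 fold change of 7.16 (standard error 0.62), and Ins1, an insulin gene, was at least 61-fold higher. Ppy, pancreatic polypeptide, had 1529 and 1925 counts in the libraries labelled WT against 2 and 0 in those labelled Aire-KO. Of 17 salivary, lacrimal and mammary secretory genes, 11 were higher and none lower (12 adjusted over the list alone), with a median of 7.59 (6.07 at the bounds), among them Dcpp3 at 8.44 and Mup4, a major urinary protein gene, at least 147-fold. Among 12 lung and airway genes, 9 were higher (10 adjusted over the list alone, median 3.79). The mucin gene Muc5ac had the smallest p, at 7.07, and Sftpb the largest log2 fold change, at 8.35. For 18 intestinal genes, 8 were higher (13 adjusted over the list alone, median 2.74), including Tff3 at 6.62, Muc2 at 5.37 and the homeobox gene Cdx2 at 5.09. Of 20 liver-secreted proteins, 6 were higher (9 adjusted over the list alone, median 1.95), among them the fibrinogen chains Fga, Fgb and Fgg at 8.05, 7.04 and 6.06. Among 19 neuronal and myelin genes, 5 were higher and 1 lower (11 and 1 adjusted over the list alone, median 2.36), the lower one being Syn2, a synapsin, at −2.74. Of 13 pituitary and thyroid genes, 3 were higher (5 adjusted over the list alone, median 2.48), among them Pomc at 3.57. For the 18 skeletal and cardiac muscle genes the numbers were 3 and 5 (median 1.14, Nppa at 6.26), for 14 retinal genes 2 and 5 (median 2.47, Crx at 6.67), and for 18 testis and germ cell genes 2 and 4 (median 1.82, Ldhc at 5.73). By camera with a preset correlation, the adjusted p was 3.79e-13 for the pancreatic, 8.88e-08 for the salivary, 3.21e-06 for the lung, 5.7e-06 for the intestinal and 1e-05 for the liver list. With an estimated correlation these became an adjusted p of 0.44, 0.44, 0.446, 0.51 and 0.446. Camera gave the retinal list an adjusted p of 9.59e-05, the neuronal list 0.000997, the testis list 0.0138, the pituitary list 0.0249 (0.0555 with the replicate block, 0.329 without WT replicate 2) and the muscle list 0.0773. With an estimated correlation the adjusted p of these lists was 0.446, 0.44, 0.44, 0.534 and 0.513. None of the 26 lists passed the threshold in that setting. Lists with an estimated correlation below the preset 0.01 lost their call as well. The neuronal list, at 0.008, went from an unadjusted p of 0.000307 to 0.0669 by camera. The testis list, at −0.031, went from 0.00743 to 0.101. So correlation among genes does not account for every loss, and this setting cannot decide on the lists. Among markers of other thymic cells, 2 of 15 for dendritic cells and macrophages and 1 of 16 for thymocytes were higher in WT (medians 1.49 and 1.19), and 3 of 11 for fibroblasts were lower (median −1.41). Of these 3, Col1a2 and Col3a1 were not called with library sizes alone (adjusted p from edgeR of 0.0584 and 0.0688). The call of Dpt, the remaining gene, and those of Col1a2 and Col3a1 also depended on which libraries were kept. Members of lists were tested in a fit on 1 RefSeq ID per gene, and over all RefSeq IDs the 1 thymocyte gene, Cd3g, had an adjusted p of 0.0516 from edgeR.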

To determine whether the Aire-sensitive genes exhibit a biased proportion of long and short-3’UTR isoforms in mTEChi, we first performed RNA deep-sequencing (RNA-seq) of mTEChi sorted from WT and *Aire*-KO mice in order to identify the Aire-sensitive genes, that is those upregulated by Aire (Figure 1B and Figure 1—source data 2). We then compared the distribution of d3’UTR ratios in Aire-sensitive versus Aire-neutral genes in WT mTEChi. 

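In both libraries labelled WT, Aire-sensitive transcripts had a lower median d3’UTR ratio than the same number of Aire-neutral transcripts, those with a fold change closest to 1. The medians were 0.288 and 0.366 in the first experiment (700 RefSeq IDs of each class), a difference of −0.078 (95% bootstrap interval −0.137 to −0.026), and 0.185 and 0.328 in the replicate experiment (781 of each), a difference of −0.143 (−0.211 to −0.079). Ratios of 0 were found for 15.3% of Aire-sensitive and 7.0% of Aire-neutral IDs in the first experiment, and for 28.8% and 11.0% in the replicate experiment. Ccl9, a CC chemokine gene on chromosome 11 of mm9 from 83386421 to 83392138, had 2114 d3’UTR and 12034 upstream reads in the first experiment, a ratio of 0.0835 (95% counting interval 0.0797 to 0.0875), and a ratio of 0.0455 in the replicate experiment. Its neighbour Ccl6 had ratios of 0.159 and 0.14, the secreted ribonuclease gene Rnase1 on chromosome 14 had 0.0559 and 0.0343, and Spp1, which encodes osteopontin, had 0.207 and 0.221. For Igf1 the ratios were 0.164 and 0.07, and Gabrp had no d3’UTR read beside 10894 and 4881 upstream reads (upper limits 0.00873 and 0.0195). Other Aire-sensitive transcripts kept their d3’UTR. Gm2a, the activator of GM2 ganglioside breakdown, had ratios of 0.934 and 1.13, Anxa8, an annexin gene, 1.16 and 1.07, the long noncoding RNA Miat 2.05 and 2.01, and Lynx1, a modulator of nicotinic receptors, 0.919 and 0.876. Of 527 transcripts that were Aire-sensitive in both experiments and have a symbol, 240 had a ratio under 0.25 in both WT libraries and 64 a ratio over 0.75 in both. A two-sided permutation test of the rank sum across RefSeq IDs gave p = 0.00054 in the first experiment and p = 1e-05, the smallest that 100000 resamples allow, in the replicate experiment, and RefSeq IDs of one library are not independent replicates. Among features of at least 100 bp, a limit tried on its own only after the data were seen, the difference in the first experiment was −0.034 (−0.139 to 0.041, permutation p = 0.0139). With the same limit and lengths corrected for reads that cannot fit at a feature's ends, it was −0.018 (−0.095 to 0.059, permutation p = 0.0961), and in the replicate experiment −0.096.

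**Figure D1:**
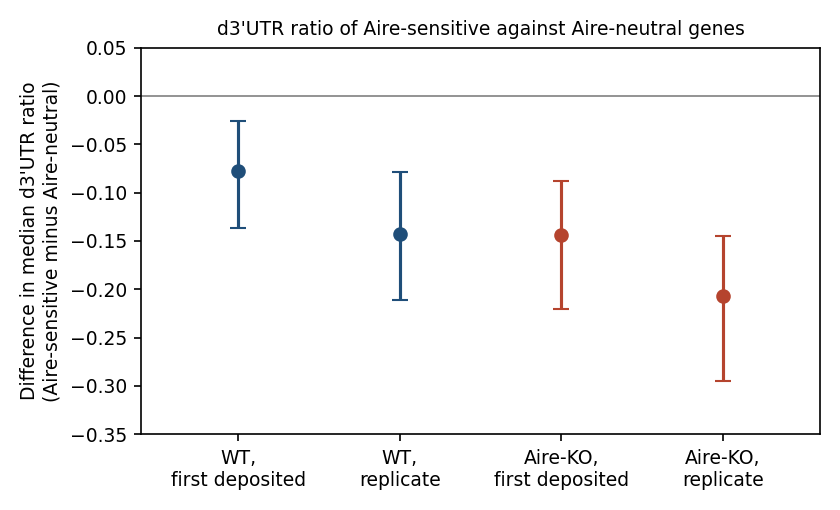
Difference in median d3’UTR ratio (y axis, Aire-sensitive minus Aire-neutral RefSeq IDs, no unit) in each of the 4 libraries (x axis, labelled genotype and experiment). Points are differences of medians and bars are 95% bootstrap intervals. All 4 intervals lie below 0, with differences of −0.078 and −0.143 in the libraries labelled WT.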

We found a significant shift towards smaller ratios, revealing a preference of Aire-sensitive genes for short-3’UTR isoforms in mTEChi (Figure 1C, Figure 1—figure supplement 1A and Figure 1—source data 3 and 4). 

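Aire-sensitive transcripts had a median of 1.66 RPKM over the upstream part of the last exon in the library labelled WT of the first experiment, against 22.0 RPKM for the same number of Aire-neutral transcripts, which is 13.3-fold lower. In the replicate experiment the medians were 2.02 and 16.2 RPKM, 7.99-fold lower (two-sided permutation test of the rank sum across RefSeq IDs, p = 1e-05 in both, the smallest that the resamples allow). The upstream part of a typical Aire-sensitive transcript held 161 reads in the first experiment and 117 in the replicate experiment, and that of a typical Aire-neutral transcript 1755 and 763. Among single genes, Pllp, the plasmolipin gene of myelin, had 3.65 ± 0.622 RPKM over its exons in the libraries labelled WT (SD, n = 2), and Hnrnpl, which encodes a ubiquitous RNA-binding protein, 79.0 ± 34.0 RPKM.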

The Aire-sensitive genes are expressed at much lower levels than the Aire-neutral genes. Hence, we sought to distinguish whether the observed smaller d3’UTR ratios were specifically associated with Aire-sensitive genes or not simply a co-correlate of low expression. We examined the d3’UTR ratios across expression levels of both Aire-sensitive and neutral genes. While the d3’UTR ratios vary dramatically across genes, at all expression levels, the loess-fitted curve of the Aire-sensitive genes is significantly lower than the one of the Aire-neutral genes, therefore revealing a preference of Aire-sensitive genes for smaller d3’UTR ratios in mTEChi that is independent of the levels of gene expression (Figure 1—figure supplement 2A). 

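Within most bins of expression, Aire-sensitive transcripts had lower d3’UTR ratios than Aire-neutral ones in the libraries labelled WT. For transcripts of 3 to 10 RPKM, the medians were 0.243 (149 Aire-sensitive IDs) and 0.497 (1454 Aire-neutral IDs) in the first experiment, and 0.181 (178 IDs) and 0.467 (1800 IDs) in the replicate experiment. At 30 RPKM or more they were 0.159 and 0.379 in the first experiment and 0.065 and 0.283 in the replicate experiment. Of 13 bins with at least 20 IDs of each class, 12 had the lower median in the Aire-sensitive class. The exception was the bin of 0.1 to 0.3 RPKM in the first experiment, with 0.289 for 75 Aire-sensitive and 0.286 for 40 Aire-neutral IDs. Averaged over bins, weighted by their Aire-sensitive IDs, the difference was −0.218 in the first experiment, where the central 95% of 10000 random lists drawn bin by bin ran from −0.08 to 0.08, and −0.282 in the replicate experiment, where it ran from −0.067 to 0.071. None of the random lists reached either difference, a description of these libraries, since RefSeq IDs are not replicates. These bins rest on the upstream part, the denominator of the ratio, so a bin of low RPKM may select high ratios. Bins of RPKM over coding exons gave −0.257 in the first experiment and −0.203 in the replicate experiment. With bins of d3’UTR length and upstream length in place of expression, added after the data were seen, the differences were −0.097 and −0.109. Without bins, against all Aire-neutral IDs within 2-fold, they were −0.149 and −0.179.

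**Figure D2:**
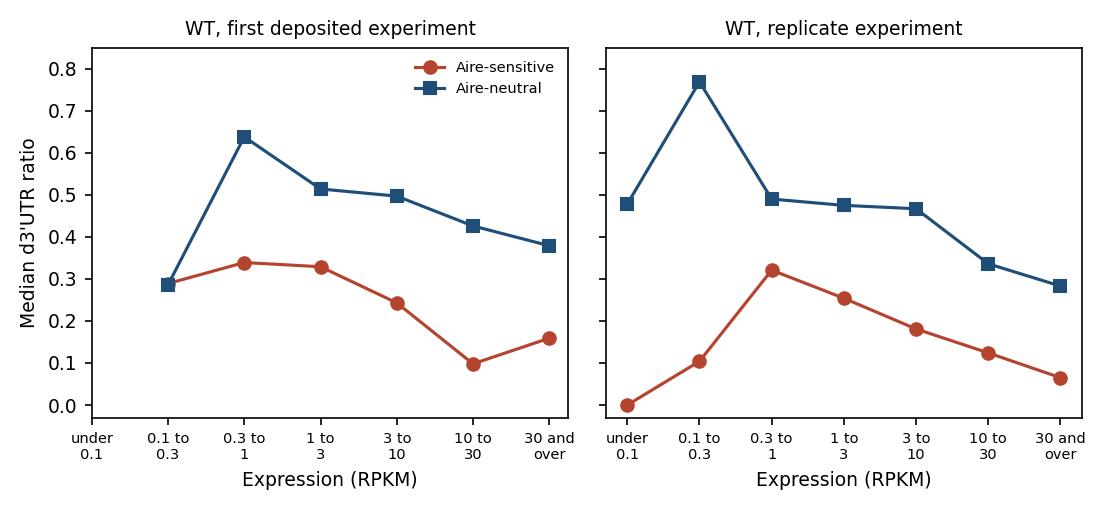
Median d3’UTR ratio (y axis, no unit) of Aire-sensitive (red circles) and Aire-neutral (blue squares) RefSeq IDs in bins of RPKM over the upstream part of the last exon (x axis), in the libraries labelled WT of the first experiment (left) and the replicate experiment (right). Bins with at least 20 IDs of each class are shown. The Aire-sensitive median is the lower one in 12 of 13 bins, the exception being 0.1 to 0.3 RPKM in the first experiment.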

Since a much larger proportion of Aire-sensitive genes than Aire-neutral genes are known to be TRA genes, we further asked whether the preference of genes for short-3’UTRs was more aligned with Aire-sensitivity or being a TRA gene. To this end, we compared the d3’UTR ratios between the TRA and non-TRA genes as defined in reference (Sansom et al., 2014) in the subsets of Aire-sensitive and neutral genes. In these mTEChi, the short-3’UTR isoform preference was observed preferentially in Aire-sensitive genes regardless of whether or not they were TRA genes (Figure 1D).

**Figure 1.**
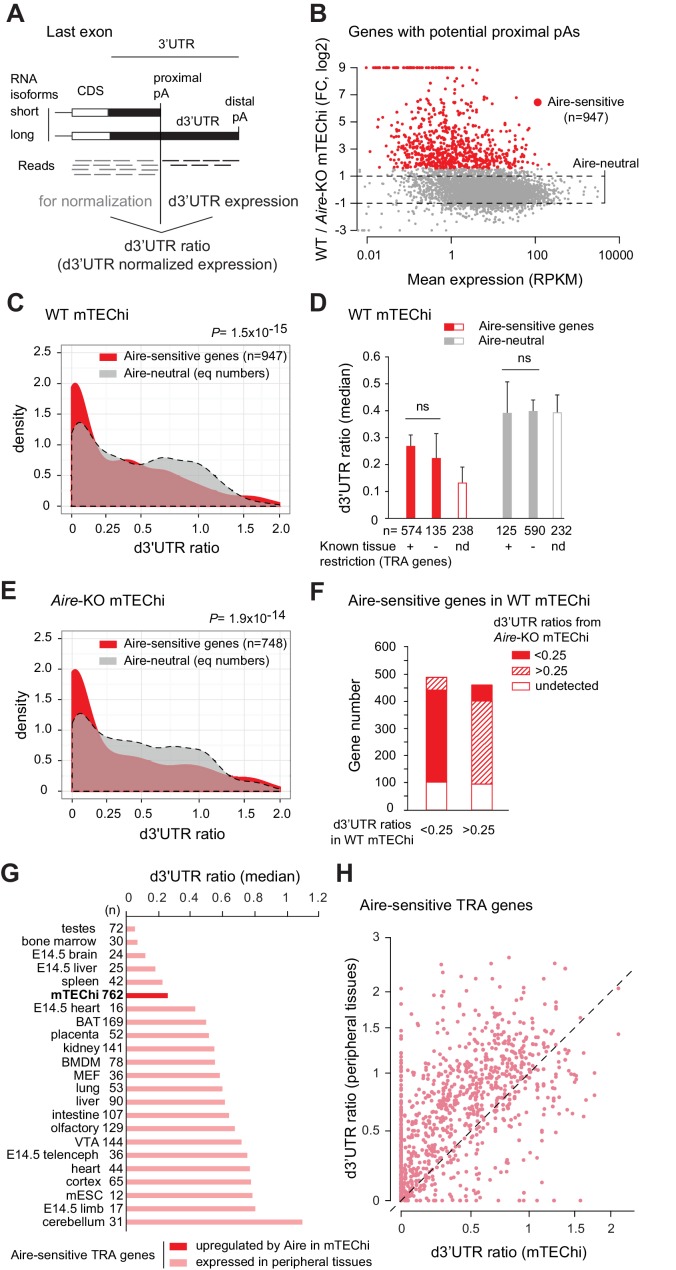
Preference of Aire-sensitive genes for short-3’UTR transcript isoforms in mTEChi. (**A**) Schematic of pA usage and 3’UTR isoform expression. 3’ ends of RNA isoforms of a hypothetical gene are shown. Usage of the proximal pA results in a reduced proportion of the long 3’UTR isoform, estimated by the d3’UTR ratio. (**B**) RNA-seq differential expression (fold-change) between WT and *Aire*-KO mTEChi sorted from a pool of 4 thymi. Red dots show genes upregulated by threefold or more (Z-score criterion of p<0.01) (Aire-sensitive). Genes between the dashed lines have a change in expression less than twofold (Aire-neutral). (**C**) Densities of d3’UTR ratios of Aire-sensitive genes upregulated by Aire in mTEChi and of Aire-neutral genes; equal number (n = 947) of neutral genes included, asinh scale. (**D**) Median of d3’UTR ratios of Aire-sensitive and neutral genes depending on whether their peripheral expression is tissue-restricted, or not. Genes whose classification is not established are called ‘not determined’ (nd) and represented by an open box. (**E**) Densities of d3’UTR ratios of Aire-sensitive and neutral genes in *Aire*-KO mTEChi; equal number (n = 748) of neutral genes included, asinh scale. (**F**) Proportion of Aire-sensitive genes with d3’UTR ratios < 0.25 or>0.25 in *Aire*-KO mTEChi among those with d3’UTR ratios < 0.25 or>0.25 in WT mTEChi. (**G**) Median of d3’UTR ratios calculated from RNA-seq data for Aire-sensitive genes with tissue-restricted expression in mTEChi and 22 mouse tissues. Duplicate reads were discarded to allow more accurate dataset comparison. Cell types were arranged in ascending order based on the median of the d3’UTR ratios of their Aire-sensitive TRA genes. (**H**) Scatterplot of d3'UTR ratios of 762 TRA genes in mTEChi and their respective tissue of expression. Figure 1—source data 1.d3’UTR annotation files in mice and humans for RNA-seq and microarray analyses.A proximal pA was validated when its genomic location from the PolyA_DB 2 database differs from 20 bp at least to the genomic location of the UCSC annotated 3’UTR distal boundary or distal pA. In case of multiple proximal pAs, the most proximal one was considered. The two annotation files (*GFF2_features_hg19_UTR_d.gtf* and *GFF2_features_mm9_UTR_d.gtf*) are GTF files to be used with intersectBed and coverageBed for RNA-seq-based d3’UTR ratio calculation. The two annotation files (*features_hg19_UTR_d.csv* and *features_mm9_UTR_d.csv*) are to be used with our R-implementation of PLATA (Giraud et al., 2012) for individual probe-level microarray analyses and microarray-based d3’UTR ratio calculation. Figure 1—source data 2.Annotation files in mice and humans for RNA-seq differential gene expression.The two annotation files (*UCSCmm9.gtf* and *UCSChg19.gtf*) are GTF files to be used with intersectBed and coverageBed for RNA-seq differential gene expression analyses. Figure 1—source data 3.d3’UTR ratio calculation in WT and *Aire*-KO mTEChi.*RNAseq_d3UTR_ratio_density.R*: R-script used for d3’UTR ratio calculation and d3’UTR ratio density plot from RNA-seq data. The script needs the *WT_AireKO_counts_UCSCmm9_DESEQ.csv* file (DESeq differential expression file of WT vs *Aire*-KO mTEChi), the *WT_AireKO_counts_UTRd.csv* file (count of reads mapping the annotated features including d3’UTRs: *GFF2_features_mm9_UTR_d.gtf* provided in Figure 1—source data 1) and the number of reads of the WT and *Aire*-KO samples that map to the mm9 genome (114828554 for WT mTEChi and 179098324 for *Aire*-KO mTEChi). Figure 1—source data 4.List of Aire-sensitive genes with proximal pAs in mTEChi.na is for genes for which d3'UTR ratios could not be calculated due to the absence of reads mapping to regions upstream of proximal pAs in last exons.

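At a 3-fold threshold between the libraries labelled WT and Aire-KO, with no other criterion, 704 RefSeq IDs with a proximal pA were Aire-sensitive in the first experiment and 815 in the replicate experiment. A d3’UTR ratio could be computed in WT for 700 of them (536 genes) and 781 (607 genes). Aire-neutral transcripts, within 2-fold, numbered 7164 and 7134. The experiments shared 533 Aire-sensitive IDs, 76.1% of those of the first and 68.2% of those of the replicate. Of the 947 IDs in the paper's own list (Figure 1—source data 4), 583 were Aire-sensitive in the first experiment, 658 in the replicate experiment and 196 in neither. The Aire-sensitive IDs had shorter d3’UTRs than the Aire-neutral ones set beside them in the first experiment, with medians of 556.5 and 850.5 bp, and a larger share under 100 bp (14.4% and 10.3%). With a 2-fold threshold the number in the first experiment was 1067.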

**Figure 1—figure supplement 1.**
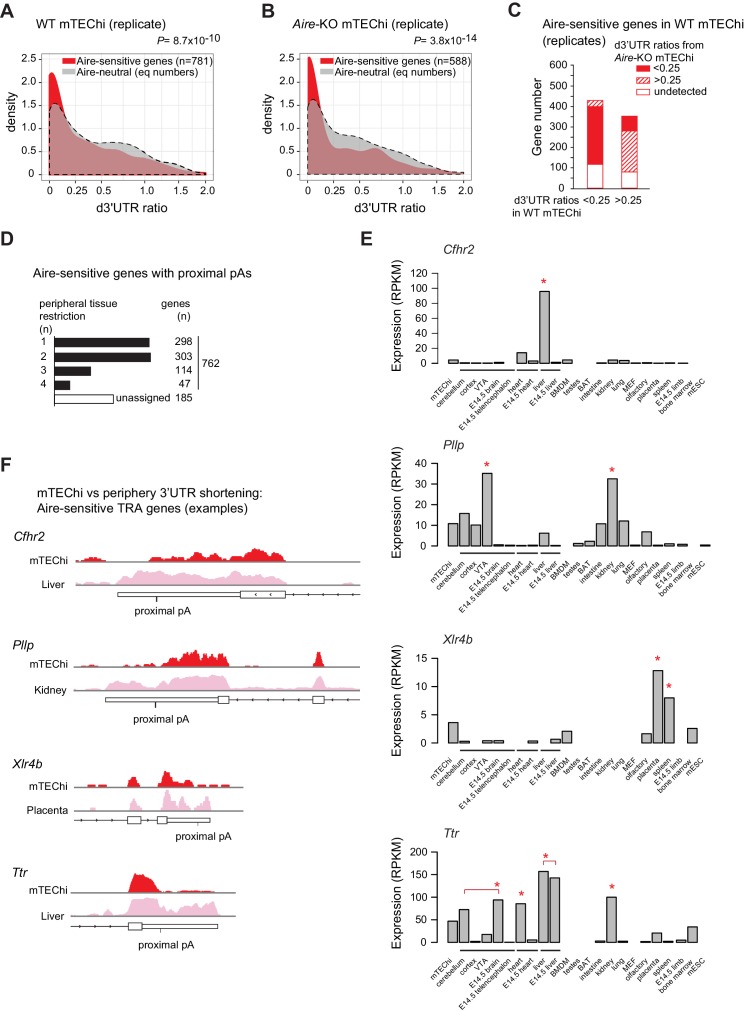
Validation and examples of the preferred short-3’UTR isoform expression of Aire-sensitive genes in mTEChi. (**A**) Densities of d3’UTR ratios of Aire-sensitive genes upregulated by Aire in mTEChi and of Aire-neutral genes from a replicate RNA-seq experiment in WT and *Aire*-KO mTEChi sorted from a pool of 4 thymi; equal number (n = 781) of selected neutral genes, asinh scale. (**B**) Densities of d3’UTR ratios of Aire-sensitive and neutral genes in *Aire*-KO mTEChi; replicate experiment, equal number (n = 588) of selected neutral genes, asinh scale. (**C**) Proportion of Aire-sensitive genes with d3’UTR ratios <0.25 or >0.25 in *Aire*-KO mTEChi among those with d3’UTR ratios <0.25 or >0.25 in WT mTEChi; replicate experiment. (**D**) Number of Aire-sensitive TRA genes, that is specific or selective of two to four tissue types across 16 groups of tissues of similar type from 22 collected mouse-tissue RNA-seq datasets. (**E**) Level of expression of *Cfhr2*, *Pllp*, *Xlr4b* and *Ttr* (taken as examples of Aire-sensitive TRA genes) from RNA-seq data of mTEChi and 22 mouse tissues. BAT stands for brown adipocytes tissue, BMDM for bone marrow derived macrophage, MEF for mouse embryonic fibroblast, mESC for mouse embryonic stem cells and VTA for ventral tegmental area. Tissues of similar types are binned together (black line). *Cfhr2* is specific to the liver; *Pllp* is selective to the brain and kidney; *Xlr4b* to the placenta and spleen and *Ttr* to the brain, heart, liver and kidney. (**F**) Examples of Aire-sensitive TRA genes with 3’UTR shortening in mTEChi. Annotated 3’UTRs are represented by thin boxes. For each gene, the mapped RNA-seq reads are shown in mTEChi (red) and in its tissue of normal expression (pink).

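In the libraries labelled WT, all 4 genes had few reads past their proximal pA. Cfhr2 encodes a complement factor H related protein. Its last exon lies on the minus strand of chromosome 1 of mm9, from 141707036 to 141707596 upstream of the proximal pA (561 bp) and from 141706869 to 141707035 in the d3’UTR (167 bp). The reference sequence from 40 bases before this pA to 20 bases after it is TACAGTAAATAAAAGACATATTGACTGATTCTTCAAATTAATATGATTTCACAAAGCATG, with the polyadenylation signal AATAAA starting 33 bases before the site. Cfhr2 had 178 upstream and 7 d3’UTR reads in the first experiment, a ratio of 0.132 (95% counting interval 0.0524 to 0.278), and 119 and 0 in the replicate experiment (upper limit 0.106). Ttr, which encodes the thyroid hormone carrier transthyretin and lies on chromosome 18 from 20823751 to 20832825, had ratios of 0.0329 (0.0251 to 0.0426) and 0.0114 (0.00854 to 0.0149) at 1049 and 2640 upstream reads. Pllp, on chromosome 8 from 97198795 to 97220142, had 0.12 (0.0877 to 0.16) and 0.112 (0.0731 to 0.164). Xlr4b, an X-linked gene from 70459672 to 70467795, had 4 d3’UTR reads beside 126 upstream reads in the first experiment, a ratio of 0.105 (0.0281 to 0.275), and 0 beside 15 in the replicate experiment, which allows a ratio of up to 0.92. Over all exons, Pllp was higher in the libraries labelled WT than in those labelled Aire-KO (log2 fold change 2.72, standard error 0.51, adjusted p = 0.0381 from edgeR, and 0.0618 without WT replicate 2). The log2 fold changes of Ttr, Cfhr2 and Xlr4b were 1.99, 0.62 and 0.52, with adjusted p from edgeR of 0.218 (0.0047 with the replicate block), 0.775 and 0.841, and those of Cfhr2 and Xlr4b turn negative when single libraries are left out. That of Ttr was 0.28 (adjusted p = 0.963 from edgeR) without WT replicate 2 and 2.65 (0.000531) without WT replicate 1. These intervals cover counting error alone.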

**Figure 1—figure supplement 2.**
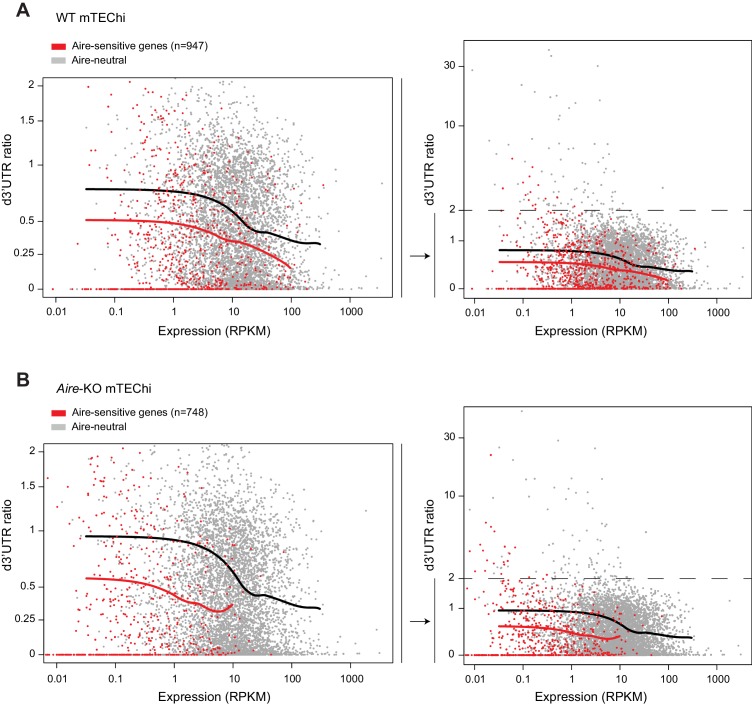
Scatterplot of d3’UTR ratio versus gene expression. d3’UTR ratios in WT (**A**) and *Aire*-KO mTEChi (**B**) of Aire-sensitive genes and of all Aire-neutral genes, restricted to values between 0 and 2 (*Left*) or including all values (*Right*), asinh scale. Loess-fitted curves are represented for the Aire-sensitive (red) and the Aire-neutral genes (black).

**Figure 1—figure supplement 3.**
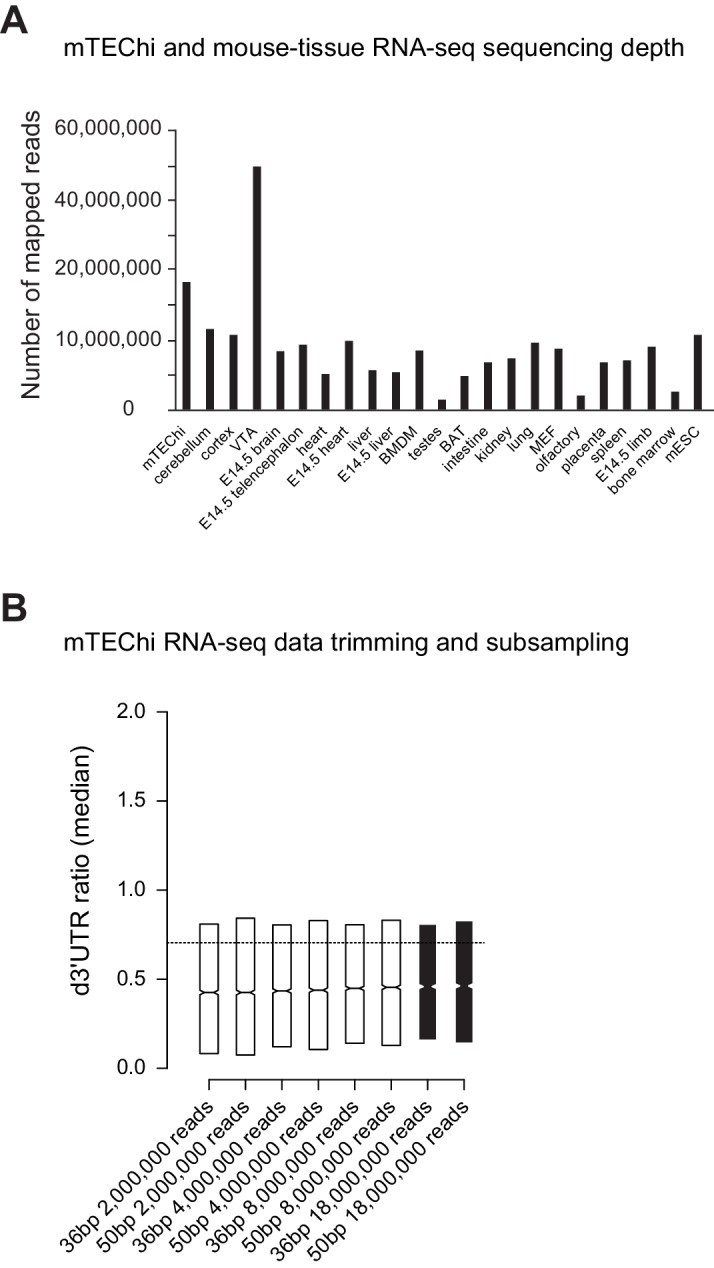
Impact of sequencing depth and read length on d3’UTR ratios. (**A**) Number of reads of the RNA-seq mTEChi and mouse-tissue datasets mapped to the mm9 reference genome. (**B**) d3’UTR ratio in mTEChi (black boxes) after trimming to 36 bp and subsampling to 8,000,000, 4,000,000 and 2,000,000 mapped reads (open boxes). The horizontal dashed line shows the mean of the medians of d3’UTR ratios for the 22 collected tissues. Notches represent the 95% confidence interval of the medians, and the limits of the upper and lower boxes the 75^th^ and 25^th^ percentile of the distribution of the d3’UTR ratios, respectively.

To discriminate whether the preference for short-3’UTR isoforms in the Aire-sensitive genes was directly associated with the process of Aire’s induction of gene expression or rather was a feature of Aire-sensitive genes preserved in the absence of Aire, we analyzed the proportion of long 3’UTR isoforms for the Aire-sensitive genes in *Aire*-KO mTEChi. We note that by definition these genes are all expressed at lower levels in the absence of Aire but that most are still expressed at levels sufficient to determine 3’UTR isoform ratios. 

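In the library labelled Aire-KO of the first experiment, a d3’UTR ratio could be computed for 578 of the 700 Aire-sensitive RefSeq IDs (82.6%), and in that of the replicate experiment for 585 of the 781 (74.9%) and for 588 with those that had none in WT. The median upstream part held 19 reads in the first experiment and 47 in the replicate experiment, against 1187 and 1479.5 for the Aire-neutral transcripts. Medians of expression were 0.181 and 0.405 RPKM for Aire-sensitive and 16.8 and 14.2 RPKM for Aire-neutral transcripts, 93.0-fold and 35.1-fold lower (two-sided permutation test of the rank sum across RefSeq IDs, p = 1e-05 in both, the smallest that the resamples allow). Rnase1 kept 812 and 1989 upstream reads and Ccl9 1784 and 8683, enough for narrow intervals, while the ratio of Miat was undefined in the replicate experiment (0 upstream and 38 d3’UTR reads). Of the Aire-sensitive IDs, 41 in the first experiment and 107 in the replicate experiment had no read at all in the library labelled Aire-KO.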

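Among Aire-sensitive transcripts in the libraries labelled Aire-KO, the chemokine genes Ccl9 and Ccl6 had d3’UTR ratios of 0.0608 and 0.168 in the first experiment and 0.0348 and 0.167 in the replicate experiment, and Igf1 had 0.163 and 0.0658. Gm2a, at the other end, had 1.08 and 1.04. Over the whole class, the median ratio was 0.199 for Aire-sensitive and 0.343 for Aire-neutral transcripts in the first experiment (578 RefSeq IDs of each), a difference of −0.144 (95% bootstrap interval −0.22 to −0.088). It was 0.083 and 0.291 in the replicate experiment (588 of each), a difference of −0.207 (−0.295 to −0.145). Both differences gave p = 1e-05 in a two-sided permutation test of the rank sum across RefSeq IDs, the smallest that the resamples allow. Ratios of 0 made up 34.4% and 41.2% of the Aire-sensitive IDs and 5.2% and 10.5% of the Aire-neutral ones. When each Aire-neutral transcript was thinned to the read number of an Aire-sensitive one, the difference in the first experiment was −0.073 (−0.143 to −0.003, permutation p = 0.0398) and that in the replicate experiment −0.208.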

We observed a preference for the smaller ratios (Figure 1E, Figure 1—figure supplement 1B and Figure 1—source data 3 and 4) in Aire-sensitive versus neutral genes in the *Aire*-KO cells. 

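In the libraries labelled Aire-KO, transcripts of 1 to 3 RPKM had a median d3’UTR ratio of 0.262 in the Aire-sensitive class (45 RefSeq IDs) and 0.479 in the Aire-neutral class (600 IDs) in the first experiment, and of 0.298 (86 IDs) and 0.391 (662 IDs) in the replicate experiment. At 3 to 10 RPKM the medians were 0.162 and 0.412, and 0.114 and 0.417. The weighted mean difference over bins was −0.294 in the first experiment, at percentile 0.6 of random lists drawn bin by bin, and −0.628 in the replicate experiment, below all 10000. The latter rested on the bin under 0.1 RPKM, with medians of 0 and 2.09 (129 and 25 IDs). Without that bin, a setting added after the data were seen, the difference in the replicate experiment was −0.212. Bins of RPKM over coding exons, in place of the denominator of the ratio, gave −0.298 in the first experiment and −0.218 in the replicate experiment. With bins of read number and Aire-neutral transcripts thinned to match, the difference in the first experiment was −0.21, inside the central 95% of random lists (−0.222 to 0.094), and that in the replicate experiment was −0.297, below all 10000 random lists.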

For these KO mTEChi, we once again examined the d3’UTR ratios across all expression levels of both Aire-sensitive and neutral genes and again, like in WT mTEChi, found that the preference of Aire-sensitive genes for smaller d3’UTR ratios was independent of the levels of gene expression (Figure 1—figure supplement 2B). We further noted that the majority (~90%) of Aire-sensitive genes that exhibited small d3’UTR ratios (<0.25) in WT mTEChi were also characterized by small d3’UTR ratios in *Aire*-KO mTEChi (Figure 1F and Figure 1—figure supplement 1C), Together, these observations showed that the short-3’UTR isoform preference of Aire-sensitive genes in mTEChi was specific to those genes responsive to Aire, whether or not Aire was actually present.

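Most Aire-sensitive transcripts with a small ratio in the libraries labelled WT had a small ratio in those labelled Aire-KO as well. Spp1 had ratios of 0.199 and 0.0834 in the libraries labelled Aire-KO, and Rnase1 0.0502 and 0.041. Ttr, Aire-sensitive in the replicate experiment alone, had 0.0171 and 0.0141. Pllp went the other way, with 0.8 (95% counting interval 0.487 to 1.29) and 0.541 (0.307 to 0.916) at 52 and 55 upstream reads. Of 331 Aire-sensitive RefSeq IDs under 0.25 in WT in the first experiment, 55 (16.6%) had no ratio in Aire-KO, and of the other 276, 241 stayed under 0.25, or 87.3% (exact Clopper-Pearson interval 82.8% to 91.0%). In the replicate experiment 117 of 430 had no ratio, and 282 of 313 stayed small, or 90.1% (86.2% to 93.2%). Among Aire-neutral IDs with a small WT ratio the share was 96.2% (95.4% to 96.9%) and 91.9% (90.9% to 92.9%). A direct test of a change in d3’UTR usage, edgeR's interaction of region and genotype over 7810 IDs, called 0 at an adjusted p under 0.05, with 145 at an unadjusted p under 0.05, and 0 with the replicate block. The smallest p went to Vasn and Prg4, with a larger d3’UTR share in Aire-KO (log2 change −2.67 and −2.15), and to Jrk and Polr2c, with a larger share in WT (2.85 and 1.38). For Pllp the change was −2.51 (unadjusted p = 0.00712, adjusted p = 1). In simulated counts this test recovered 0% of 4-fold and 44% of 16-fold changes in odds, so changes of that size were not detectable in most single transcripts. From the shift in Aire-KO cells, its presence across expression levels and the share of small ratios kept, the paper concludes that short-3’UTR isoforms are a property of the genes that respond to Aire and do not require Aire itself.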

To determine whether the genes sensitive to Aire exhibit shorter 3’UTR isoforms in mTEChi than in their normal tissue of expression, we set out to identify the Aire-sensitive genes showing tissue-specific or selective expression and to calculate the d3’UTR ratios of the identified Aire-sensitive TRA genes in their tissue(s) of expression. To this end, we collected RNA-seq datasets corresponding to a variety of tissues (Shen et al., 2012; van den Berghe et al., 2013; Warren et al., 2013) and selected in each tissue the set of Aire-sensitive genes for which we identified a restricted expression in comparison to the other tissues by applying the SPM (Specificity Measurement) method (Pan et al., 2013; Figure 1—figure supplement 1D,E). We then calculated the d3’UTR ratios of these genes in each peripheral tissue and found variable d3’UTR ratios across tissues with the mTEChi result falling in the low end of this range (Figure 1G and Figure 1—figure supplement 1F). Taking the Aire-sensitive TRA genes individually, we compared their d3’UTR ratios in mTEChi versus their respective tissue of expression and found a dramatic bias towards higher ratios in peripheral tissues, confirming the preference of Aire-sensitive TRA genes for short-3’UTR transcript isoforms in mTEChi, as compared to the periphery (Figure 1H). In addition, we confirmed that small d3'UTR ratios of Aire-sensitive genes in mTEChi were not correlated with the sequencing depth of the mTEChi RNA-seq libraries nor with the length of the generated reads (Figure 1—figure supplement 3). These findings show that the Aire-sensitive TRA genes exhibit an increased proportion of short-3’UTR transcript isoforms in mTEChi versus a majority of peripheral tissues.

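When the reads of the libraries labelled WT were thinned at random, the median d3’UTR ratio of Aire-sensitive transcripts fell with depth. In the first experiment it was 0.288 at full depth and 0.214, 0.173 and 0.1 at 8 M, 4 M and 2 M counts, and in the replicate experiment it was 0.185, then 0.133, 0.102 and 0.029. Aire-neutral transcripts went from 0.366 to 0.35 and from 0.328 to 0.303 between full depth and 2 M counts, and all transcripts with a ratio from 0.436 to 0.396 and from 0.351 to 0.323. The share of Aire-sensitive ratios at 0 was 46.3% and 48.5% at 2 M counts. Among Aire-sensitive transcripts with at least 50 upstream reads before thinning, the medians at 2 M counts were 0.039 and 0.055. Read length could not be varied from counts, and no test was run on these medians.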

### The 3’ end processing complex is preferentially located at proximal pAs of Aire-sensitive genes in AIRE-negative HEK293 cells

We sought to determine whether the preference for short-3’UTR isoforms of Aire-sensitive genes observed in *Aire*-KO mTEChi and conserved upon upregulation by Aire, is associated with a preferred proximal pA usage driven by the 3’ end processing complex. Current techniques dedicated to localize RNA-binding proteins on pre-mRNAs, for example ultraviolet crosslinking and immunoprecipitation (CLIP)-seq (König et al., 2012), need several millions of cells, precluding their use with primary *Aire*-KO or WT mTEChi for which only ~30,000 cells can be isolated per mouse. To circumvent this issue, we used the HEK293 cell line for these experiments. HEK293 cells are (i) negative for AIRE expression, (ii) responsive to the transactivation activity of transfected Aire (Abramson et al., 2010; Giraud et al., 2012), and (iii) have been profiled for the RNA binding of the 3’ end processing components by Martin et al. by PAR-CLIP experiments (Martin et al., 2012). Similarly to what we found in WT and *Aire*-KO mTEChi, we observed in *Aire*-transfected and Ctr-transfected HEK293 cells significant lower d3’UTR ratios for genes identified by *Aire* transfection to be Aire-sensitive versus Aire-neutral genes (Figure 2A and Figure 2—figure supplement 1A). It should be noted that many Aire-neutral genes featured moderately lower d3’UTR ratios in *Aire*-transfected HEK293 cells than Ctr-transfected cells, as a possible effect of Aire itself on an overall 3’UTR shortening in these cells, but this did not produce the large proportion of very small d3’UTR ratios (<0.2) that were exhibited by the Aire-sensitive genes in *Aire* or Ctr-transfected HEK293 cells. Within HEK293 cells, localization of the 3’end processing complex at proximal or distal pAs was performed by analyzing the binding pattern of CSTF2, the member of the core 3’ end processing complex that has been reported to exhibit the highest binding affinity for the maturing transcripts at their cleavage sites close to pAs (Martin et al., 2012). We first validated for Aire-neutral genes that lower d3’UTR ratios correlated with the preferential location of the 3’ end processing complex at proximal pAs (Figure 2—figure supplement 1B). Then we compared the location of the complex between the Aire-sensitive and neutral genes, and found a dramatic preference for proximal pAs versus distal pAs at Aire-sensitive genes (Figure 2B), showing that the 3’ end processing complex was already in place at proximal pAs of Aire-sensitive genes before Aire expression was enforced in HEK293 cells.

**Figure 2.**
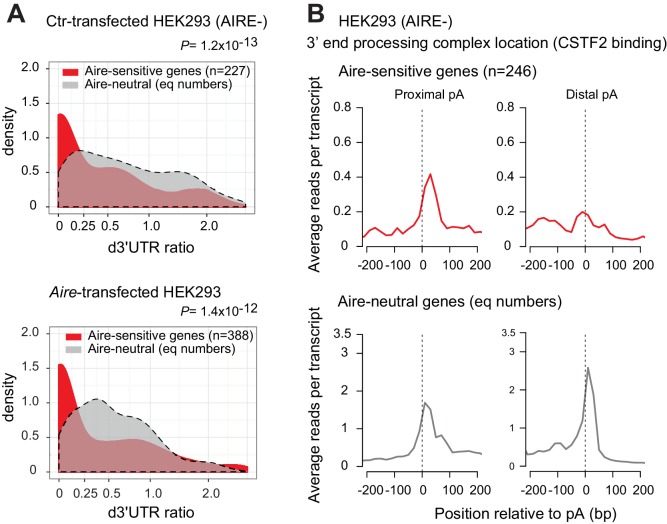
Increased binding of the 3’end processing complex at proximal pAs of Aire-sensitive genes in HEK293 cells. (**A**) Densities in Ctr-transfected HEK293 cells (AIRE-) (*Top*) and *Aire*-transfected HEK293 cells (*Bottom*) of d3’UTR ratios from RNA-seq data of Aire-sensitive and neutral genes identified after *Aire* transfection; equal numbers of neutral genes included (n = 227 and n = 388, respectively), asinh scale. (**B**) Average density of reads from PAR-CLIP analyses in HEK293 cells (AIRE-) of CSTF2 protein as a marker of the 3’ end processing complex, in the vicinity of proximal and distal pAs of Aire-sensitive and neutral genes. Equal number (n = 246) of neutral genes included. Figure 2—source data 1.Genomic location of pAs on hg19 extracted from the PolyA_DB 2 database for CLIP-seq analysis.The four files (*3UTRd+_const.xlsx, 3UTRd+_alt.xlsx, 3UTRd-_const.xlsx* and *3UTRd-_alt.xlsx*) were generated parsing the PolyA_DB 2 database for alternative (proximal) pAs and constitutive (distal) pAs. Alternative pAs with their genomic location are listed in two files according to the orientation of the genes (*3UTRd+_alt.xlsx* and *3UTRd-_alt.xlsx*). Constitutive pAs with their genomic location are also listed in two different files (*3UTRd+_const.xlsx* and *3UTRd-_const.xlsx*). These files are used to generate bed files of proximal and distal pA location at Aire-sensitive and neutral-genes for CLIP-seq analysis using the sitepro program (CEAS distribution).

**Figure 2—figure supplement 1.**
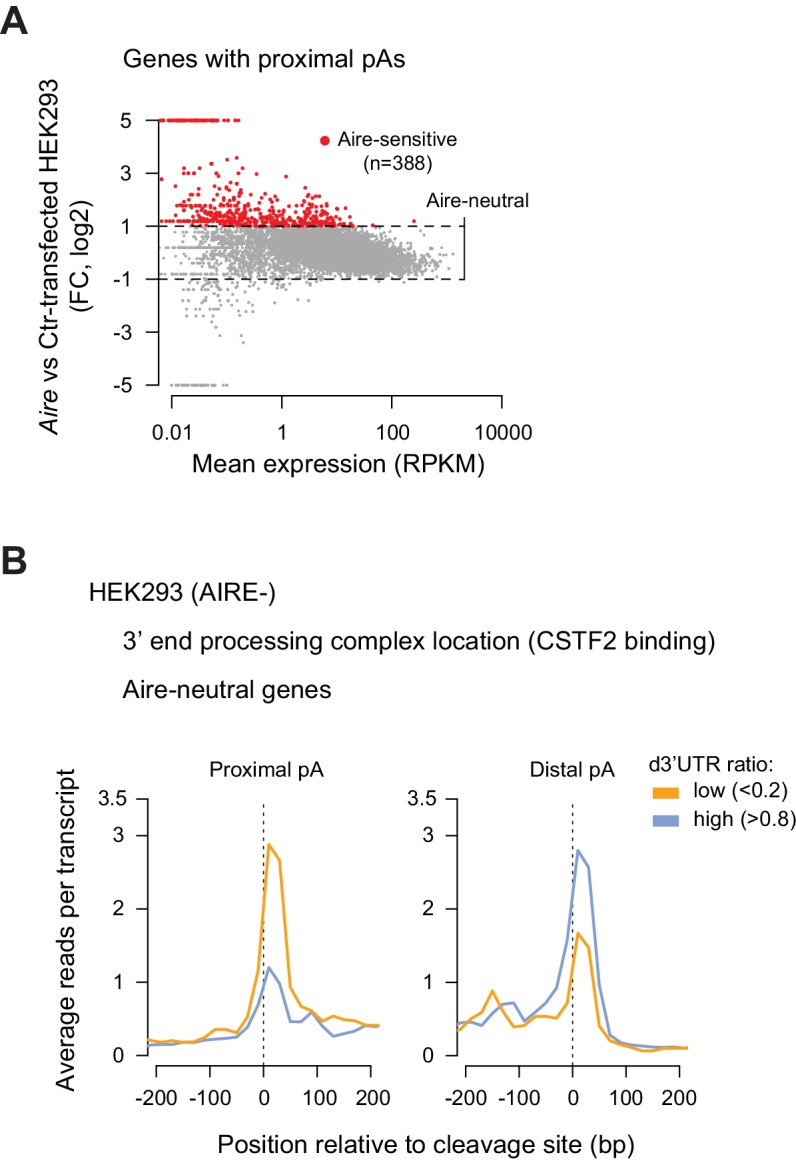
Correlation of the binding of the 3’ end processing complex with proximal pA location. (**A**) RNA-seq differential expression (fold-change) of genes with proximal pAs between *Aire*-transfected and Ctr-transfected HEK293 cells. Red dots show genes upregulated by twofold or more (Z-score criterion of p<0.01) (Aire-sensitive). Genes between the dashed lines have a change in expression less than twofold (Aire-neutral). (**B**) Average density of reads from PAR-CLIP analyses in HEK293 cells (AIRE-) of CSTF2 protein as a marker of the 3’ end processing complex, in the vicinity of proximal and distal pAs of Aire-neutral genes with high d3’UTR ratios > 0.8 or low d3’UTR ratios < 0.2.

### CLP1 promotes 3’UTR shortening and higher expression at Aire-sensitive genes in HEK293 cells

Since the preference for short-3’UTR isoform expression of Aire-sensitive genes is associated with the increased binding of the 3’ end processing complex to proximal pAs in AIRE-negative HEK293 cells, we asked whether factors that belong to the large 3’ end processing complex (de Vries et al., 2000; Shi et al., 2009) could account for the short-3’UTR transcript isoform preference of Aire-sensitive genes in these cells and affect the expression of these genes. Among the members of the core and accessory subunits of the 3’ end processing complex, the cleavage factor CLP1 (core) and also DDX5, DDX17, PABPC1, PRKDC, SUPT16H and PARP1 (accessory) have been reported to control Aire-sensitive gene expression in an Aire-positive context (Giraud et al., 2014) with the possibility that the effect of some of these factors could result from their action on the basal expression of Aire-sensitive genes and therefore be observed in the absence of Aire. In addition to these candidate factors, we also tested the effect of HNRNPL, which although not part of the 3’ end processing complex, has been shown to regulate 3’ end processing of some human pre-mRNAs (Millevoi and Vagner, 2010) and control Aire transactivation function in mTEChi (Giraud et al., 2014).

First, to determine whether any of the candidate factors could be involved in 3’UTR shortening per se, we carried out short hairpin (sh)RNA-mediated interference in AIRE-negative HEK293 cells and generated expression profiles using Affymetrix HuGene ST1.0 microarrays (Figure 3—source data 1). These arrays typically include one or two short probes per exon, and for approximatively 35% of all genes with potential proximal pAs they also include at least two short probes in the d3’UTR region. In spite of the limited d3’UTR coverage and lower accuracy of hybridization measurements based on two short probes only, we found these arrays adequate to detect 3’UTR length variation at the genome-scale level. For each gene with a microarray-detectable d3'UTR region, the d3’UTR isoform ratio was calculated by dividing the measured d3’UTR expression by the whole-transcript expression based on all short probes mapping to the transcript (Figure 3—source data 1 and 2). Comparison of the percentages of genes exhibiting a significant increase or decrease of the d3’UTR ratios upon knockdown of a candidate gene versus the control LacZ gene, was used to evaluate the specific impact of the candidate on 3’UTR isoform expression (Figure 3—source data 3). For each candidate gene, we measured the knockdown efficiency of, typically, five different shRNAs and selected the three most effective (Supplementary file 1). With a threshold of at least two shRNAs per gene producing a significant excess of genes with increased d3’UTR ratios, we found that CLP1, DDX5, DDX17, PARP1 and HNRNPL contributed to 3’UTR shortening in HEK293 cells (Figure 3A and Figure 3—figure supplement 1). The absence of effect of PRKDC, SUPT16H and PABPC1 could indicate that these factors do not contribute to the activity of 3' end processing sub-complexes or that other factors, perhaps with redundant function, can compensate for their loss. As a control, we also performed knockdown of CPSF6, a core member of the 3’ end processing complex, that has been consistently reported to promote general 3’UTR lengthening (Li et al., 2015; Martin et al., 2012). As expected, knockdown of *CPSF6* revealed a skewed distribution towards decreased d3’UTR ratios (Figure 3—figure supplement 2).

**Figure 3.**
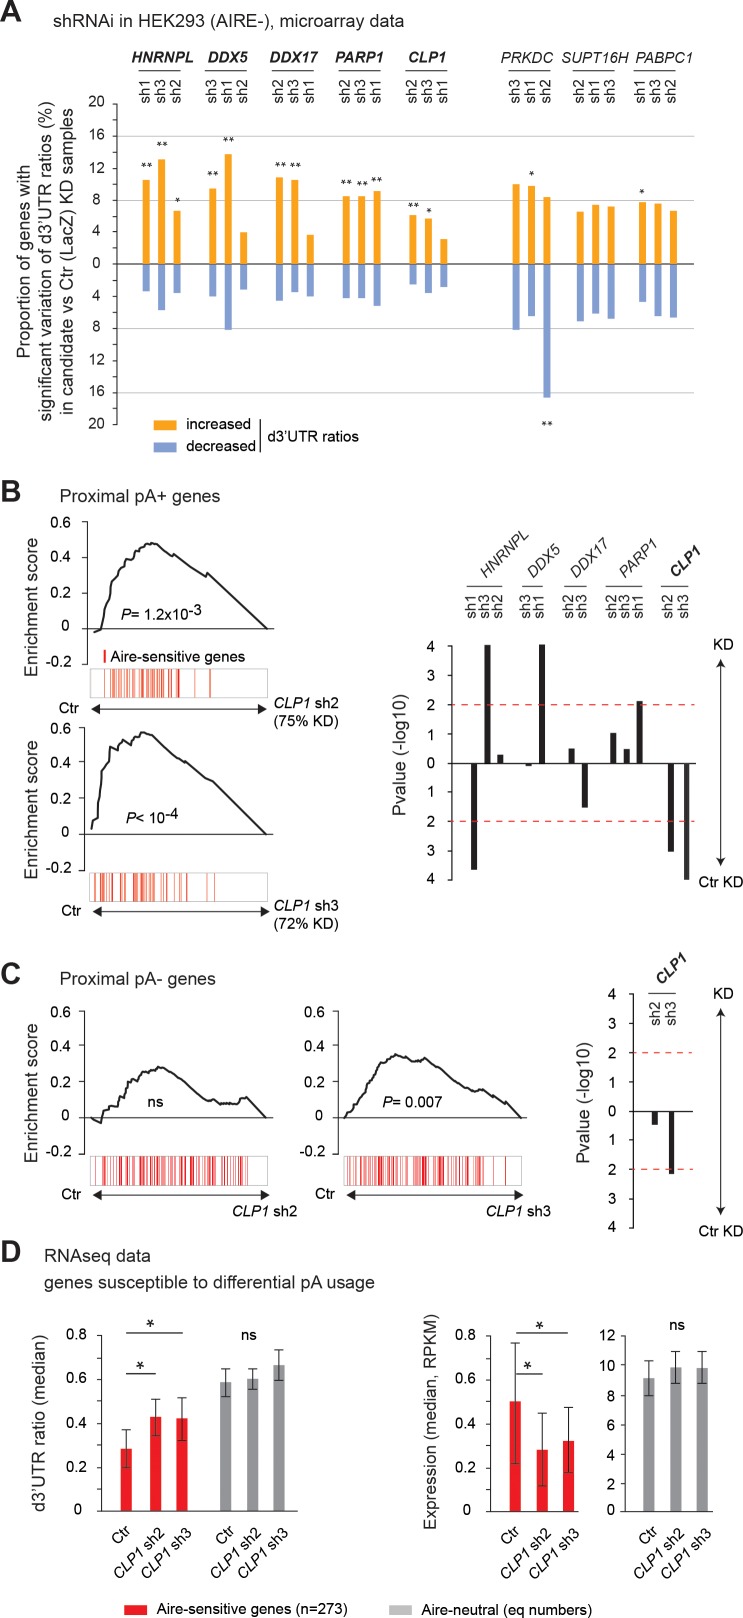
CLP1 controls the expression of Aire-sensitive genes with proximal pAs and their shortening in HEK293 cells. (**A**) Individual probe-level analysis of microarray data from knockdown and control HEK293 cells. Vertical bars represent the proportion of genes with a significant increase or decrease of d3’UTR ratios in the candidate vs. Ctr (LacZ) knockdown samples. *p<10^−4^, **p<10^−9^ (Chi-squared test). (**B**), (**C**) Gene Set Enrichment Analysis of Aire-sensitive genes among Ctr (LacZ) vs *CLP1* KD ranked expression datasets of all genes susceptible to differential pA usage (with potential proximal pAs: proximal pA+) (**B**) and without potential proximal pAs (proximal pA-) (**C**) in their 3’UTRs as identified in the PolyA_DB 2 database. Significance and direction of the enrichment is shown for each hit shRNA, as well as *P* value thresholds of 0.01 by horizontal red dashed lines (*Right*). (**D**) Median of d3’UTR ratios (*Left*) and expression values (*Right*) from RNA-seq data of Aire-sensitive and neutral genes in HEK293 cells infected by lentiviruses containing *CLP1* hit shRNAs or the Ctr (LacZ) shRNA; equal number (n = 273) of neutral genes included, error bars show the 95% confidence interval of the medians. *p<0.05. Figure 3—source data 1.Human Gene ST1.0 microarray probeset and individual probe expression extraction.We use the aroma.affymetrix R-package and the commands listed in the aroma.affymetrix.commands.docx file for ‘probeset expression extraction’ and ‘individual probe expression extraction’. A mandatory folder organization associated with this package is needed for the analysis. The sample CEL files must be added in a dedicated folder. (*HuGene-1_0 st-v1,r3.cdf)* is the Chip Description File. (*probeset.csv)* is the list of probeset IDs corresponding to the genes on the array. (*HuGeneST1features.csv)* is the list of probeset IDs and their individual probe IDs. Figure 3—source data 2.Microarray individual probe d3’UTR mapping and d3’UTR ratio calculation.*Microarray_d3UTR_hg19.R*: R-script to perform individual probe d3’UTR mapping and d3’UTR ratio calculation. Dependent files: - annotation file including 3d’UTR features for microarray analysis (Figure 1—source data 1): *features_hg19_UTR_d.csv* - Individual probe location on hg19: *HuGene-1_0 st-v1.hg19.probe.csv* - Individual probe expression obtained from the comparison: CTR versus CLP1 sh2 KD samples (Figure 3—source data 1): *ST1features_CTR_v_CLP1_SH2.csv* Result file: global_*HuGene_CTR_v_CLP1_SH2.csv* In the result file, the feat_WTnorm and feat_KOnorm columns correspond, for the 3UTRd features, to the d3’UTR ratios in WT and KO samples, respectively. Figure 3—source data 3.d3’UTR ratio imbalance obtained from microarray data.Microarray_d3UTR_significance.R: R-script used to perform the analysis. (*global_HuGene_CTR_v_CLP1_SH2_3dUTR.csv*) corresponds to *global_HuGene_CTR_v_CLP1_SH2.csv* that was obtained from Figure 3—source data 2 and restricted to the d3’UTR features.

**Figure 3—figure supplement 1.**
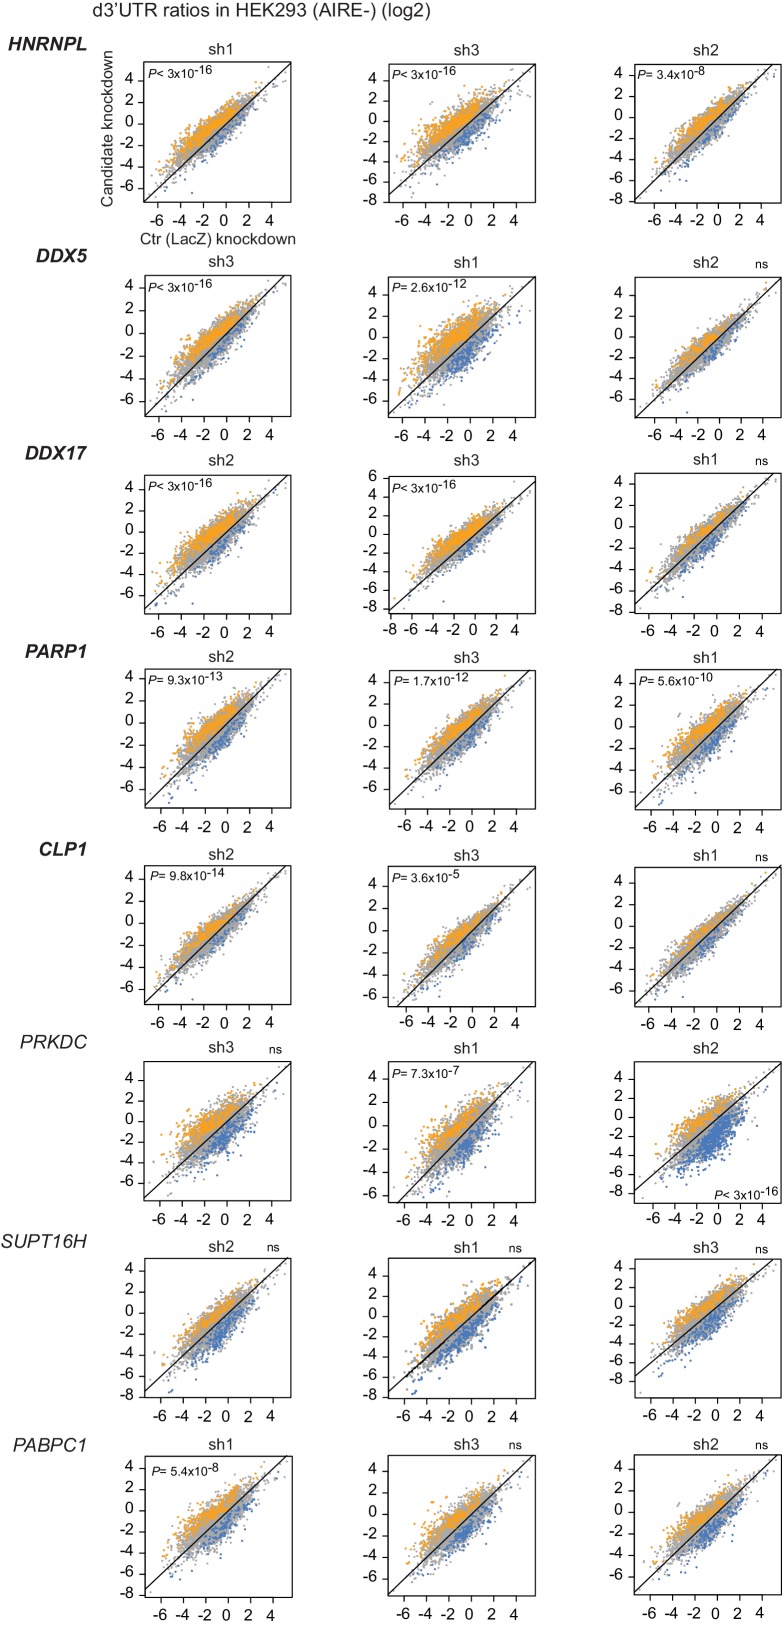
Effect of shRNA-mediated interference of candidate factors on d3’UTR ratios. Individual probe-level analysis of microarray data from HEK293 cells infected by lentiviruses containing one of the three hit shRNAs of each candidate gene or the Ctr (LacZ) shRNA. Genes whose d3’UTR ratios show significant increase or decrease in the candidate vs. Ctr (LacZ) knockdown sample are represented in orange or blue respectively, otherwise in gray. P values comparing the proportion of genes with a significant increase or decrease of d3’UTR ratios to the proportion of genes whose variation is not significant, are assessed by a Chi-squared test and labeled in the quadrant toward which the d3’UTR ratios significantly increase.

**Figure 3—figure supplement 2.**
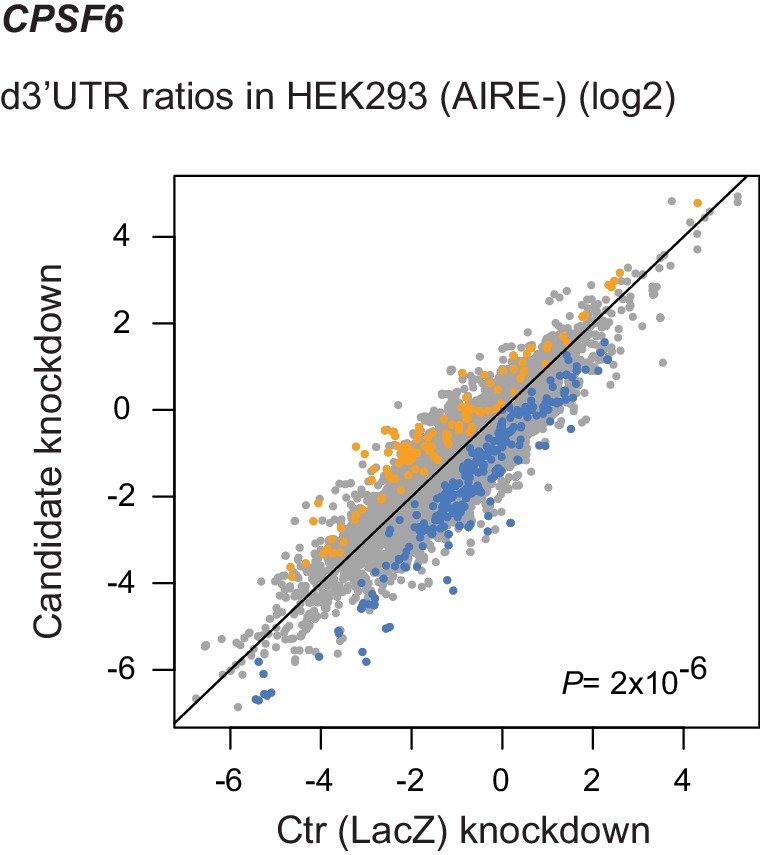
CPSF6 promotes 3’UTR lengthening. Individual probe-level analysis of microarray data in HEK293 cells infected by a lentivirus targeting *CPSF6*. Genes whose d3’UTR ratios show significant increase or decrease in the *CPSF6* vs. Ctr (LacZ) knockdown sample are represented in orange or blue respectively, otherwise in gray.

**Figure 3—figure supplement 3.**
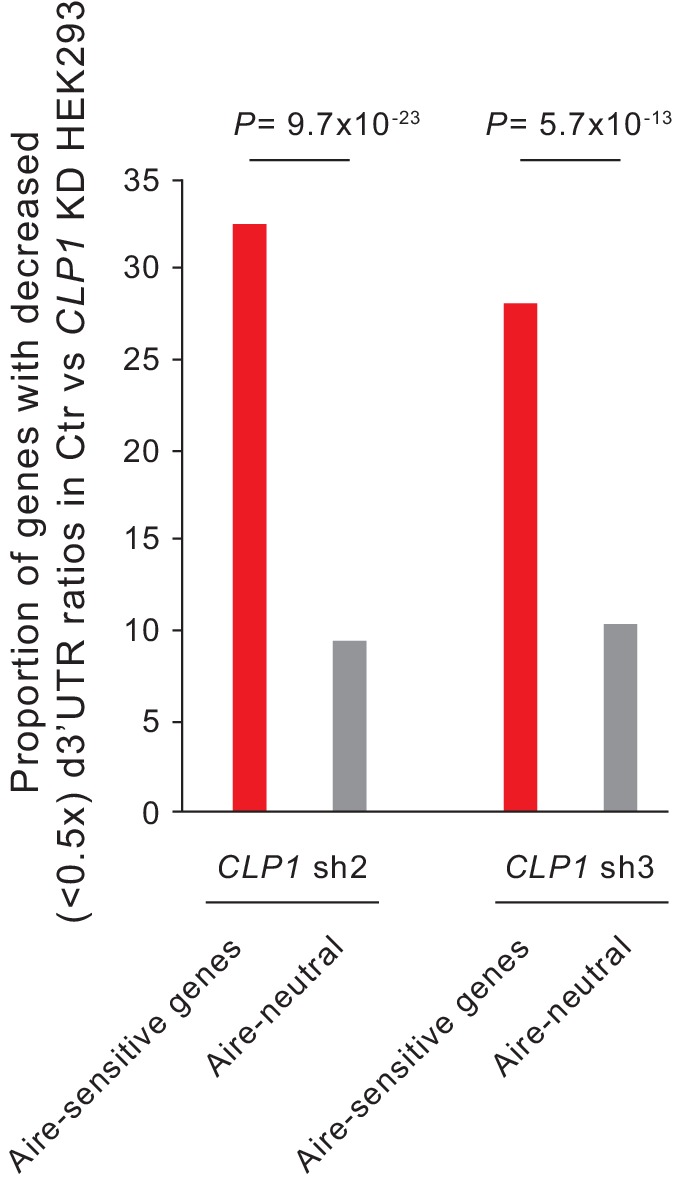
Proportion of genes subject to CLP1-mediated 3’UTR shortening in Aire-sensitive and neutral genes in HEK293 cells. Genes with decreased (<0.5 x) d3’UTR ratios in Ctr versus *CLP1* sh2 or sh3 knockdown HEK293 cells are compared to the number of genes for which the level of 3'UTR length variation can be measured. Statistical significance was assessed by a Chi-squared test.

**Figure 3—figure supplement 4.**
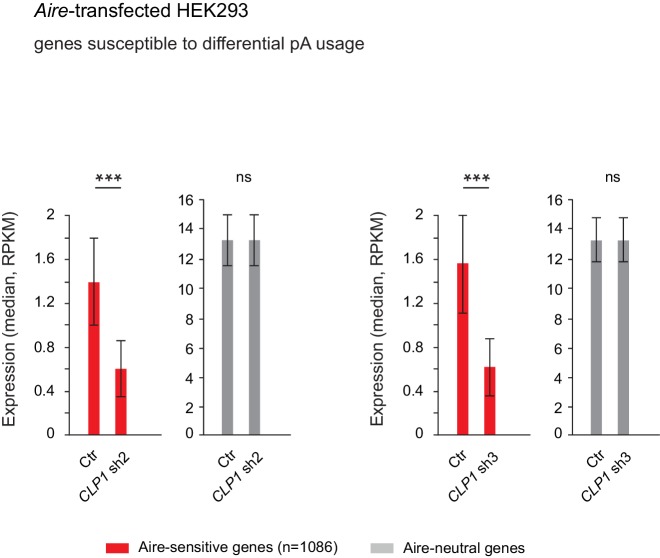
Impact of *CLP1* knockdown on the expression levels of Aire-sensitive genes in *Aire*-transfected HEK293 cells. Median of expression values from RNA-seq data of Aire-sensitive and neutral genes in *Aire*-transfected HEK293 cells infected by lentiviruses containing *CLP1* hit shRNAs (sh2 *Left*, sh3 *Right*) or the Ctr (LacZ) shRNA. The Aire signature was defined through differential expression (FC >2.2, Z-score criterion of p<0.01) with AIRE-negative HEK293 cells transfected with the Ctr plasmid; same neutral genes than in Figure 3D *Right*, error bars show the 95% confidence interval of the medians. ***p<0.0005.

Then, we sought among the candidate factors that had an effect on 3’UTR shortening, those that also selectively impacted the basal (in absence of Aire) expression of the Aire-sensitive genes possessing proximal pAs by analyzing microarray whole-transcript expression in control (Ctr) and knockdown HEK293 cells. For each candidate factor, we computed the rank of differential expression of all genes in Ctr versus HEK293 cells knockdown for the tested candidate, and found that *CLP1* was the only gene whose knockdown by two distinct shRNAs led to a significant reduction of the expression of Aire-sensitive genes (Figure 3B), focusing our subsequent study on CLP1. The effect of *CLP1* knockdown on Aire-sensitive genes lacking annotated proximal pAs was much less than for the genes with proximal pAs, but a smaller effect on the annotated single-pA genes was observed for one of two CLP1 shRNAs (Figure 3C). This might simply be because some genes tagged as “proximal pA-“ in the incomplete PolyA_DB 2 database possessed undiscovered proximal pAs in mTEChi and were therefore responsive to the action of CLP1. Our findings regarding the differential response of pA+ and pA- genes to CLP1 loss-of-function suggested that the effect of CLP1 on Aire-sensitive gene expression in HEK293 cells was dependent on the potential of Aire-sensitive genes to switch from using a distal to a proximal pA site.

To assess the effect of CLP1 on 3’UTR shortening at Aire-sensitive genes, we performed RNA-seq experiments in Ctr and *CLP1* knockdown HEK293 cells. Comparison of the 3’ end profiles revealed a statistically significant increase of the median d3’UTR ratios of Aire-sensitive genes for both *CLP1* hit shRNAs (Figure 3D, *Left*), showing that CLP1 is able to promote 3’UTR shortening at Aire-sensitive genes in HEK293 cells. The d3’UTR ratios of Aire-sensitive genes after *CLP1* knockdown did not reach those of Aire-neutral genes which could simply be due to remaining *CLP1* in these cells following knockdown (measured knockdown as 75% and 72% for shRNA 2 and 3, respectively) or could indicate that additional non-CLP1-dependent factors also contribute to the difference in d3’UTR ratios of Aire-sensitive versus Aire-neutral genes. In contrast to Aire-sensitive genes, only small, statistically insignificant increases of d3’UTR ratios of Aire-neutral genes could be detected in *CLP1* knockdown HEK293 cells, indicating that the effect of CLP1 on 3’UTR shortening preferentially affects the Aire-sensitive genes in mTEChi. The preferential 3’UTR shortening effect of CLP1 at Aire-sensitive genes was further supported by the observation of an enhanced proportion of genes subject to CLP1-mediated 3'UTR shortening among the Aire-sensitive versus neutral genes in HEK293 cells (Figure 3—figure supplement 3). This finding is consistent with the microarray results (Figure 3A) indicating that a small proportion of genes in the genome with microarray-detectable d3’UTR regions underwent 3’UTR length variation after *CLP1* knockdown. Finally, using RNA-seq data, we confirmed the effect of *CLP1* knockdown on the selective reduction of the expression of Aire-sensitive genes that were annotated to have alternative proximal pAs in HEK293 cells (Figure 3D, *Right*). Furthermore, we observed that the extent of the effect of *CLP1* knockdown on the levels of Aire-sensitive gene expression in *Aire*-transfected HEK293 cells (Figure 3—figure supplement 4) was similar, although slightly stronger than the one we described above in AIRE-negative HEK293 cells.

Together these findings showed that CLP1 is able to promote 3’UTR shortening and increase expression of Aire-sensitive genes with proximal pAs, supporting a linked mechanism between CLP1-promoted 3’UTR shortening and gene expression enhancement at Aire-sensitive genes.

### Clp1 promotes 3’UTR shortening and higher levels of Aire-upregulated transcripts in mTEChi

To test for the in vivo impact of Clp1 on 3’UTR length variation of the transcripts upregulated by Aire in mTEChi, we generated lentigenic *Clp1* knockdown mice. Three shRNAs targeting the murine *Clp1* with the highest knockdown efficiency (Supplementary file 1) were cloned as a multi-miR construct into a lentiviral vector, downstream of a doxycycline inducible promoter and upstream of the GFP as a marker of activity. Purified concentrated lentiviruses containing this construct and the lentiviral vector expressing the TetOn3G protein were used to microinfect fertilized oocytes, which were reimplanted into pseudopregnant females (Figure 4A). Of the 19 pups that we obtained with integration of both plasmids, two pups were expressing, after doxycycline treatment, the multi-miR in mTEChi and one pup was exhibiting a 60% reduction of *Clp1* mRNA levels in GFP+ (*Clp1* knockdown) versus GFP- (Ctr) mTEChi taken from the same mouse. These two cell populations, *Clp1* knockdown and no-knockdown Ctr mTEChi, were separated by GFP signal by FACS and processed for RNA-seq (Figure 4—figure supplement 1). We found a significant increase of d3’UTR ratios of Aire-sensitive genes following *Clp1* knockdown in mTEChi, as well as a less pronounced effect that does not reach significance for Aire-neutral genes regardless of whether they are TRA genes or not. This finding therefore supports that the effect of Clp1 on 3’UTR shortening preferentially affects Aire-sensitive genes in mTEChi (Figure 4B and Figure 4—source data 1). As in the HEK293 in vitro experiments, we observed that the d3’UTR ratios of the Aire-sensitive genes didn’t reach the ratios of the Aire-neutral genes after *Clp1* knockdown, again due either to the incomplete 60% *Clp1* knockdown or to the existence of other non-Clp1-dependent differences. The preferential 3’UTR shortening effect of Clp1 at Aire-sensitive genes was further supported by the observation of an enhanced proportion of genes subject to Clp1-mediated 3'UTR shortening among the Aire-sensitive versus neutral genes in mTEChi (Figure 4—figure supplement 2).

**Figure 4.**
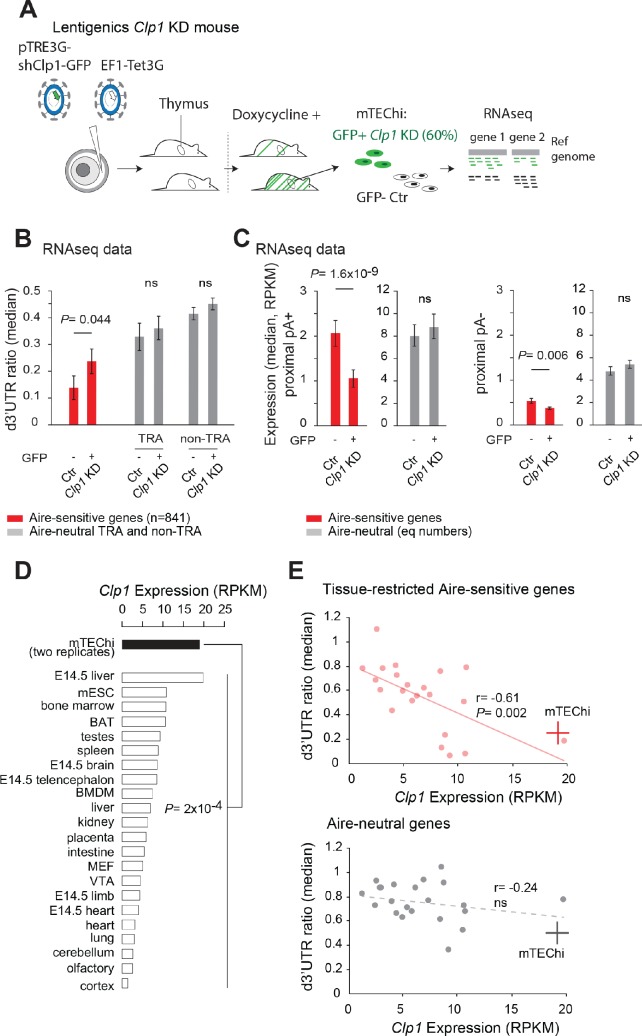
Clp1 controls the expression of Aire-upregulated genes with proximal pAs and their shortening in mTEChi. (**A**) Schematic of the lentigenic knockdown strategy. shRNAs against *Clp1* were transferred to a doxycycline-inducible expression system for microinfection of fertilized oocytes under the zona pellucid. The resulting pups were screened for integration of the constructs and, after treatment by doxycycline, for GFP expression in mTEChi. GFP+ and GFP- mTEChi were sorted and their transcripts profiled by RNA-seq. (**B**) Median of d3’UTR ratios of Aire-sensitive genes and all Aire-neutral genes characterized by a tissue-restricted expression (TRA genes) or not (non TRA genes) in GFP+ and GFP- mTEChi from a lentigenic mouse with GFP as a marker of *Clp1* knockdown activity; ns: non-significant sample-size adjusted P values. (**C**) Expression values of Aire-sensitive and neutral genes susceptible to differential pA usage (with potential proximal pAs: proximal pA+) (*Left*) and without potential proximal pAs (proximal pA-) in GFP+ and GFP- mTEChi (*Right*); equal numbers of neutral genes included. (**D**) *Clp1* expression from RNA-seq data of two replicate mTEChi and of 22 mouse tissues; median, log10 scale. BAT stands for brown adipocytes tissue, BMDM for bone marrow derived macrophage, MEF for mouse embryonic fibroblast, mESC for mouse embryonic stem cells and VTA for ventral tegmental area. Duplicate reads were discarded for datasets comparison. (**E**) Median of d3’UTR ratios of Aire-sensitive genes whose expression in the periphery is tissue-restricted and of Aire-neutral genes, relative to the levels of *Clp1* expression (log10 scale) in 22 mouse tissues. mTEChi are represented by a red and gray cross for the Aire-sensitive (*Top*) and neutral genes (*Bottom*), respectively; peripheral cells are represented by pink and gray circles. Significance is reached for the Aire-sensitive genes, p=0.002, Pearson correlation. Figure 4—source data 1.List of Aire-sensitive genes with proximal pAs in Ctr and *Clp1* KD mTEChi.na is for genes for which d3'UTR ratios could not be calculated due to the absence of reads mapping to regions upstream of proximal pAs in last exons.

**Figure 4—figure supplement 1.**
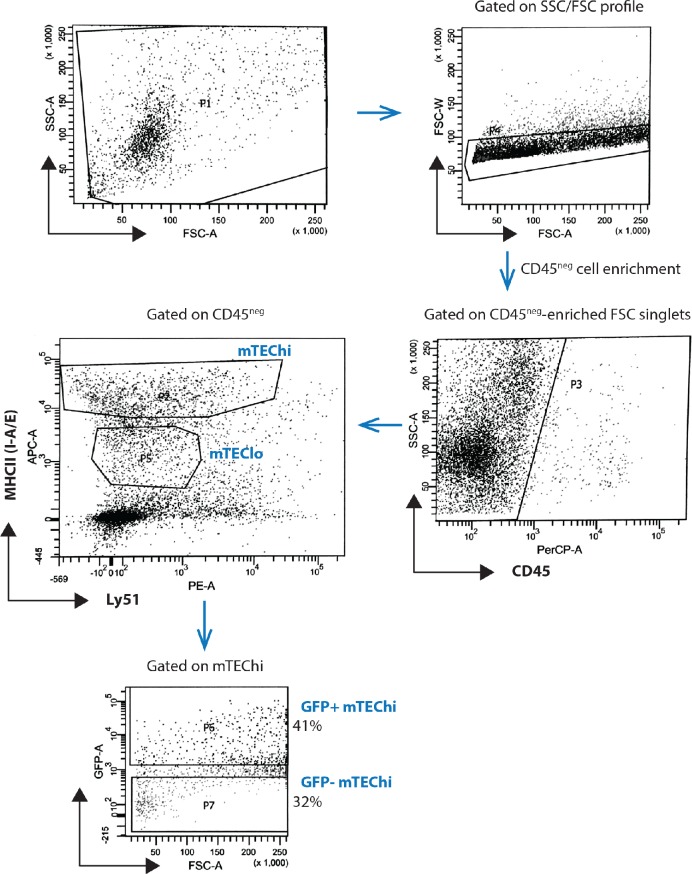
Gating strategy used to purify GFP+ (*Clp1* knockdown) and GFP- (Ctr) mTEChi cells. CD45^neg^ thymic cells were separated based on the expression of MHCII (I-A/E) and Ly51. High levels of MHCII and low/intermediate levels of Ly51 marked mTEChi. mTEClo were shown on the figure as cells with low/intermediate levels of MHCII and low levels of Ly51. mTEClo were not sorted out in this experiment. mTEChi were divided into GFP+ and GFP- mTEChi based on the expression of GFP as a marker of *Clp1* knockdown activity.

**Figure 4—figure supplement 2.**
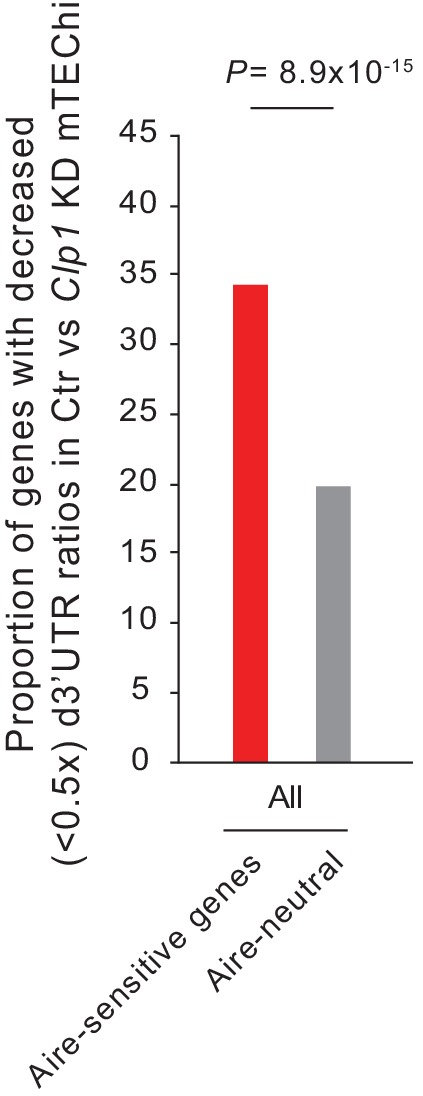
Proportion of genes subject to Clp1-mediated 3’UTR shortening in Aire-sensitive and neutral genes in mTEChi. Genes with decreased (<0.5 x) d3’UTR ratios in Ctr versus *Clp1* knockdown mTEChi were compared to the number of genes for which the level of 3'UTR length variation can be measured. Statistical significance was assessed by a Chi-squared test.

**Figure 4—figure supplement 3.**
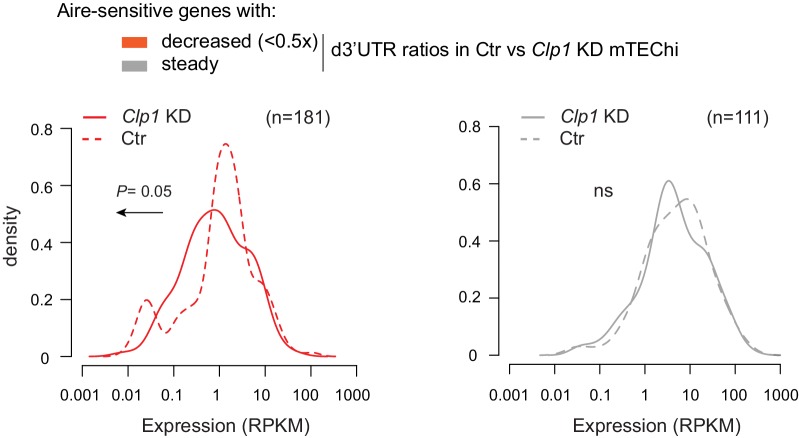
Aire-sensitive genes subject to Clp1-mediated 3’UTR shortening show higher expression in Ctr versus *Clp1* KD mTEChi. Densities of expression values of Aire-sensitive genes depending on whether they undergo Clp1-mediated 3’UTR shortening as identified in *Clp1* lentigenics.

**Figure 4—figure supplement 4.**
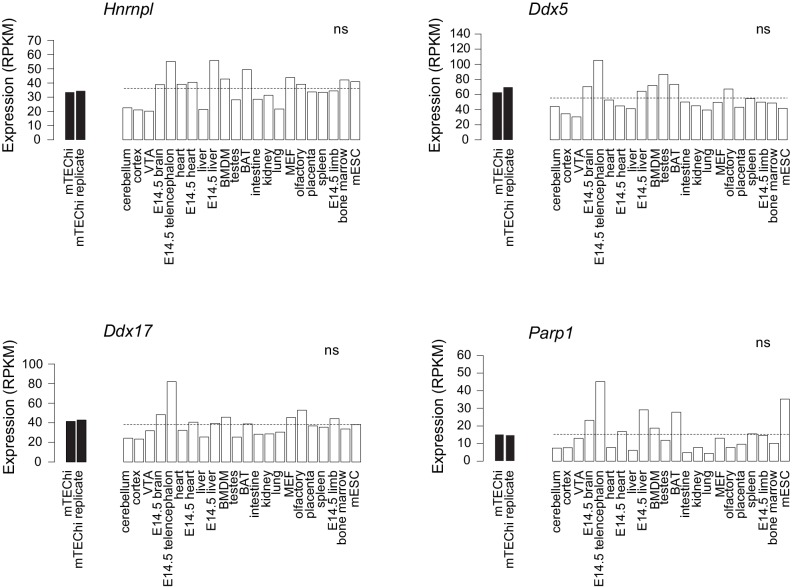
Comparison of gene expression in mTEChi and in mouse tissues. Expression of the candidate factors having an effect on 3’UTR shortening in HEK293 cells from RNA-seq data of two replicate mTEChi samples, and 22 mouse tissues. The dashed lines show the median expression of the factors in the tissues.

**Figure 4—figure supplement 5.**
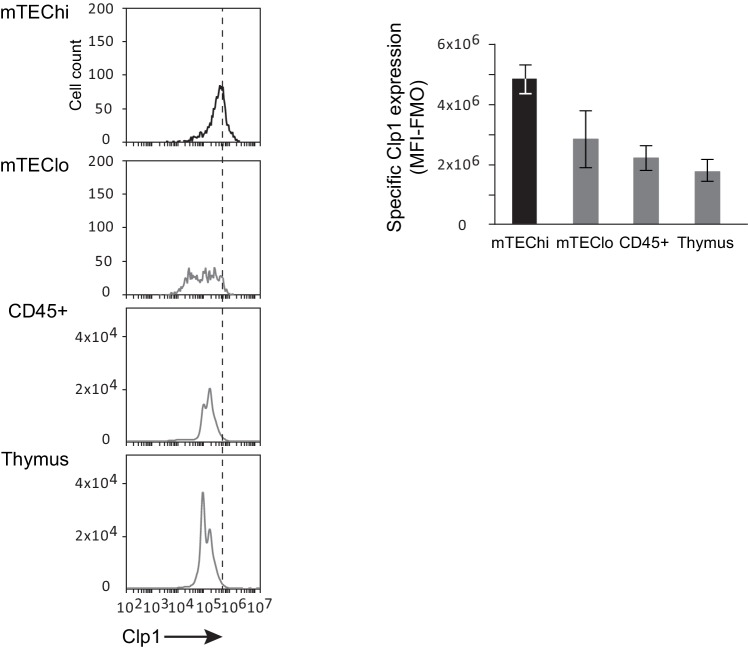
Clp1 expression in the thymus. Clp1 expression is shown as Mean Fluoresence Intensity (MFI) in mTEChi, mTEClo, thymic-sorted CD45+ and the entire thymus (*Left*) and is subtracted of fluorescence minus one (FMO) control signals from two independent experiments (*Right*).

**Figure 4—figure supplement 6.**
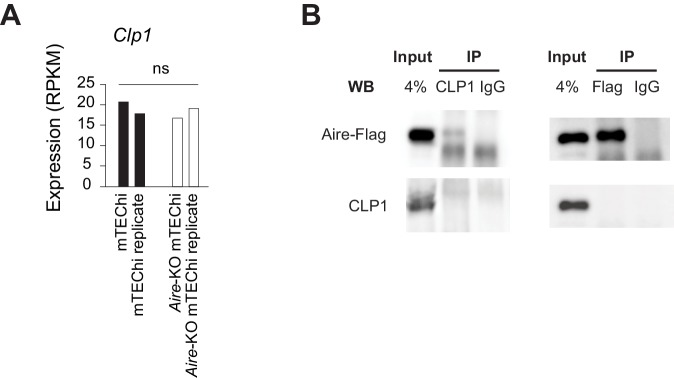
Clp1 is not linked to nor controlled by Aire. (**A**) Clp1 expression levels are neutral to *Aire* deletion. (**B**) Coimmunoprecipitation of endogenous CLP1 with Flag-tagged Aire is not specific to CLP1, the latter been not detected in the anti-CLP1 immunoprecipitate. No interaction is detected in the reciprocal immunoprecipitation.

We then compared the levels of expression of the Aire-sensitive genes with potential proximal pAs in Ctr versus *Clp1* knockdown mTEChi and found, in contrast to Aire-neutral genes, a significant reduction following *Clp1* knockdown (Figure 4C, *Left*). The link between Clp1-mediated 3'UTR shortening and increased expression at Aire-sensitive genes is strengthened by the observation that the Aire-sensitive genes that undergo a higher than 2-fold d3’UTR ratio decrease in Ctr versus *Clp1* knockdown lentigenic mTEChi, exhibit higher expression values (Figure 4—figure supplement 3). As observed in HEK293 cells, the effect of *Clp1* knockdown was dampened for the Aire-sensitive genes lacking potential proximal pAs (Figure 4C, *Right*). We also found that the expression of the genes without proximal pAs was globally reduced in comparison to the genes with proximal pAs, supporting a linked mechanism between proximal pA usage and increased gene expression in mTEChi. Altogether these results showed that Clp1 promotes 3’UTR shortening of the transcripts upregulated by Aire in mTEChi and strongly suggested that it enhances their level of expression through proximal pA usage.

A role for Clp1 in mTEChi was further supported by its higher expression in mTEChi in comparison to a wide variety of tissues for which we collected RNA-seq datasets (Shen et al., 2012; van den Berghe et al., 2013; Warren et al., 2013; Figure 4D). As a comparison, none of the other candidate factors, Hnrnpl, Ddx5, Ddx17 and Paprp1 that contributed to 3’UTR shortening in HEK293 cells, were over-represented in mTEChi (Figure 4—figure supplement 4). Importantly, we also validated higher expression of Clp1 at the protein level in mTEChi versus their precursor cells, mTEClo (Gäbler et al., 2007; Hamazaki et al., 2007), cells from the whole thymus, and also the predominant thymus CD45+ leukocyte fraction (Figure 4—figure supplement 5). In addition, a role for Clp1 independent of Aire’s action on genes expression was supported by the observed similar levels of *Clp1* expression in WT and *Aire*-KO mTEChi (Figure 4—figure supplement 6A) and the lack of evidence for Aire and CLP1 interaction (Figure 4—figure supplement 6B). 

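Clp1, a core member of the 3’ end processing complex on chromosome 2 of mm9 from 84562261 to 84567507, had 23.1 ± 8.84 RPKM in the libraries labelled WT (SD, n = 2) and 20.6 ± 4.95 in those labelled Aire-KO (SD, n = 2). Its log2 fold change was −0.13 (standard error 0.42, adjusted p = 0.924 from edgeR), and the sign turned with library sizes alone (0.19). Of 28 genes of the 3’ end processing complex and its accessory factors, none was higher or lower at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. In the fit on 1 RefSeq ID per gene, the largest differences were those of Pabpn1, a nuclear polyA-binding protein gene (−0.87, standard error 0.38), and of the helicase gene Ddx17 (−0.81, standard error 0.44), with an adjusted p from edgeR of 0.255 and 0.382, and over all RefSeq IDs of 0.00858 and 0.0166 with the replicate block. Over all RefSeq IDs, Hnrnpl, Ddx5 and Parp1 had log2 fold changes of −0.39, −0.29 and −0.37, Pabpc1, Prkdc and Supt16 −0.61, −0.42 and −0.48, and Cpsf6 and Cstf2 −0.21 and −0.08, with no adjusted p under 0.48 from edgeR (0.464 for Pabpc1 on 1 RefSeq ID per gene). As a list, the 28 genes had a median of −0.44, lower in the libraries labelled WT by camera with a preset correlation (adjusted p = 0.00163), with an adjusted p of 0.51 with an estimated correlation. Library sizes alone turned the sign of Cpsf6, Cstf2 and Ddx5 as well. Clp1 had 29.4 and 24.1 RPKM (WT and Aire-KO) in the first experiment and 16.9 and 17.1 RPKM in the replicate experiment, and with the replicate block its standard error was 0.205 (adjusted p = 0.667 from edgeR).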

Finally, we found a significant correlation between higher *Clp1* expression and lower d3’UTR ratios across peripheral tissues for the Aire-sensitive TRA genes (Figure 4E, *Top*). In contrast, no such significant correlation was observed for Aire-neutral genes (Figure 4E, *Bottom*). These findings indicate that the effect of Clp1 on 3’UTR shortening at Aire-sensitive genes is independent of Aire’s action on gene expression, general across cell types, and conserved upon upregulation of gene expression by Aire in mTEChi.

### Clp1-driven 3’UTR shortening of Aire-upregulated transcripts is associated with higher stability in mTEChi

To determine whether the effect of Clp1 on 3’UTR shortening of Aire-upregulated transcripts was associated with higher levels of these transcripts in mTEChi through increased stability, we assessed the stability of all transcripts in these cells. We used Actinomycin D (ActD) to inhibit new transcription (Sobell, 1985) and assessed the differences in transcript profiles between treated and untreated mTEChi. We harvested the cells at several timepoints for expression profiling by RNA-seq. Each RNA-seq dataset was normalized to total read counts and we calculated the expression fold-change of each gene in treated versus control samples, therefore reflecting differences in transcript levels in the absence of ongoing transcription. We selected among the Aire-sensitive genes two subsets: (i) those that underwent a higher than 2-fold d3’UTR ratio decrease in Ctr versus *Clp1* knockdown lentigenic mTEChi and, (ii) genes with steady d3’UTR ratios (Figure 4—source data 1). Comparison of the two gene sets in ActD-treated versus control samples revealed that the Aire-sensitive genes subject to Clp1-driven 3’UTR shortening were initially comparable in their changes in transcript levels upon transcription inhibition to the changes for Aire-sensitive genes that showed no 3’UTR shortening but then showed increasing preservation of transcript levels at 3 hr and 6 or 12 hr, indicating a stabilization of this subset of 3’UTR-shortened transcripts (Figure 5; p=2.1×10^−4^, 1.3 × 10^−12^, and 5.6 × 10^−10^ at 3, 6 and 12 hr, respectively). Therefore, the Clp1-promoted 3’UTR shortening at Aire-sensitive genes in mTEChi is indeed associated with higher transcript stability.

**Figure 5.**
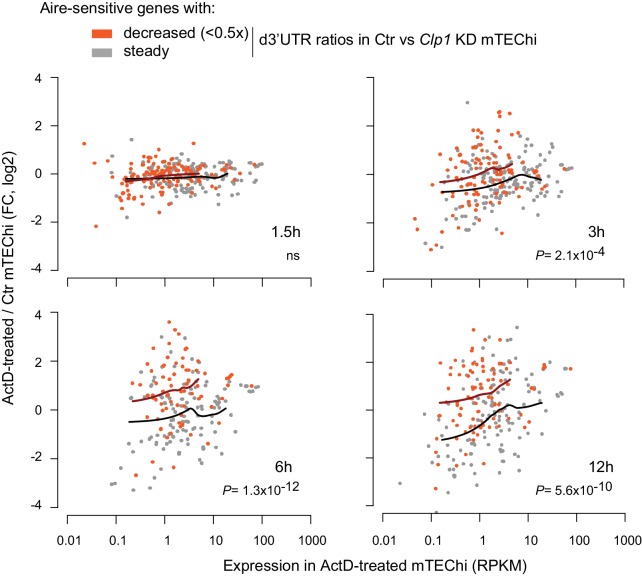
Clp1-driven 3’UTR shortening of the Aire-upregulated transcripts show higher stability in mTEChi. Relative expression of Aire-sensitive genes in ActD-treated (for indicated time durations) vs. control mTEChi depending on whether they undergo Clp1-mediated 3’UTR shortening as identified in *Clp1* lentigenics. Loess-fitted curves are shown in dark orange and black for the Aire-sensitive genes with decreased (<0.5 x) and steady d3’UTR ratios, respectively. P values are for comparison of expression ratios. Figure 5—source data 1.Potential miRNA-specific target genes with conserved miRNA sites in their 3’UTRs or d3’UTRs, from the TargetScan 6.2 database.In both files (miRNA_target_Refseq.gmt and miRNA_target_Refseq_d3UTR_filtered.csv), the first two columns show miRNA families and individual miRNA(s). (*miRNA_target_Refseq.gmt*) was used in GSEA to determine the miRNA-specific target gene sets showing significant enrichment in mTEChi or mTEClo. (*miRNA_target_Refseq_d3UTR_filtered.csv*) was used to determine the proportion of Aire-sensitive and neutral genes potentially targeted in their d3’UTRs by miRNAs. The file (*Leading_edge_mTEChi_vs_lo_346_miRNAs.xlsx*) summarizes the leading edge analysis of 346 miRNAs or miRNA families and lists the core targets that account for enrichment signals of gene sets significantly deviated (FDR < 0.05) in mTEChi versus mTEClo. Here all significant gene sets are reduced in mTEChi (enriched in mTEClo). Table values are rank metric scores. The last line of the table shows the number of miRNAs or miRNA families potentially recognizing specific leading edge targets.

**Figure 5—figure supplement 1.**
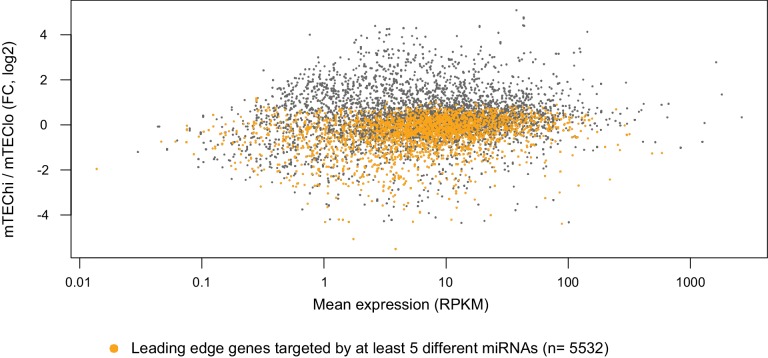
miRNA-mediated post-transcriptional regulation in mTEChi versus mTEClo. RNA-seq differential expression (fold-change) between mTEChi and mTEClo sorted from a pool of 4 thymi. Orange dots show 5532 genes that contribute the most to the miRNA-specific gene set reduction identified by GSEA in mTEChi and that are targeted by a least five different miRNAs.

Since short-3’UTR transcripts, in comparison to their longer counterparts, lack miRNA-binding sites specifically targeted by miRNAs known to destabilize transcripts and/or decrease translation, we assumed that the Aire-sensitive genes that underwent Clp1-promoted 3'UTR-shortening escape the post-transcriptional repression mediated by miRNAs in mTEChi. We assessed the level of miRNA-mediated post-transcriptional repression in mTEChi versus mTEClo precursor cells by assessing the differences in expression of sets of genes identified as potentially targeted by miRNAs, in mTEChi versus mTEClo. To this end, we performed a Gene Set Enrichment Analysis (GSEA) between the two mTEC populations for each set of genes potentially targeted by a specific miRNA or miRNA family (as defined by the TargetScan database, Figure 5—source data 1). We found 346 miRNA-specific target gene sets that had significantly reduced expression in mTEChi versus mTEClo (Figure 5—figure supplement 1, Figure 5—source data 1). In sharp contrast, we did not detect any of the miRNA-specific target gene sets that had reduced expression in mTEClo versus mTEChi. This suggests that miRNAs are an important contributor to transcript destabilization in mTEChi and that this effect is similar or less for the same miRNA target sets in mTEClo cells. To determine whether the Clp1-promoted 3'UTR shortening at Aire-sensitive genes can lead to escape from post-transcriptional repression mediated by the miRNAs associated with these 346 target-gene sets, we calculated, among the Aire-sensitive genes subject to Clp1-promoted shortening, the proportion of those that are potentially targeted by one of these miRNAs at a conserved site in the d3’UTR of their longer-transcript isoforms (Figure 5—source data 1). We found a large proportion of these cases (46%) had one or more such conserved miRNA target sites, providing a specific miRNA de-repression mechanism due to 3’UTR shortening for a large fraction of the Aire-sensitive genes. This analysis is only able to identify miRNAs that are highly conserved and that have disproportionate effect in mTEChi versus mTEClo, so it is expected to miss many of the cases of potential miRNA regulation that may be relieved by 3’UTR shortening in mTEChi.

## Discussion

Aire-sensitive genes upregulated by Aire in mTEChi have been shown to be controlled also by a number of Aire’s allies or partners (Abramson et al., 2010; Giraud et al., 2014). Some of these factors have been reported to be part of the large 3’ end processing complex (de Vries et al., 2000; Shi et al., 2009), notably Clp1 which belongs to the core 3’ end processing sub-complex (de Vries et al., 2000; Mandel et al., 2008) and favors early cleavage and polyadenylation in some systems (Holbein et al., 2011; Johnson et al., 2011). In our present study, we demonstrated that Clp1 promotes 3’UTR shortening of the transcripts upregulated by Aire in mTEChi, and that these transcripts are associated with an enhanced stability, revealing a post-transcriptional mechanism whose escape leads to higher levels of expression of Aire-sensitive genes in mTEChi.

Comparison of RNA-seq expression profiles between *Clp1* knockdown and Ctr mTEChi isolated from *Clp1* lentigenic mice showed that Clp1 was able to promote 3’UTR shortening at Aire-sensitive genes, thereby contributing to the preference of short-3’UTR transcript isoforms of Aire-sensitive genes versus Aire-neutral genes in WT mTEChi. We found that this 3’UTR shortening was driven by Clp1 in mTEChi but also in Aire-non-expressing HEK293 cells, in which the level of Aire-sensitive gene expression is weak but still detectable by RNA-seq, thus showing that the effect of Clp1 on Aire-sensitive genes was not restricted to mTEChi nor dependent on Aire’s action. Although Clp1 is a main contributor to this described process, additional factors might also be involved.

Clp1 is a ubiquitous protein showing higher expression in mTEChi than in mTEClo, CD45^+^ thymic cells or thymic cells taken as a whole, but also showing higher gene expression in comparison with a large range of peripheral tissue cells. Interestingly, we found that the level of *Clp1* expression was also significantly high in 14.5 embryonic liver cells, cells that have been reported to undergo sustained cellular activation leading to proliferation and maturation into hepatocytes (Kung et al., 2010). Similarities with the pattern of mTEC development (Gray et al., 2007; Irla et al., 2008) might point out cell activation as a potent inducer of Clp1 expression. Notably, we showed that higher levels of *Clp1* expression were correlated with higher proportions of short-3’UTR transcript isoforms of tissue-restricted Aire-sensitive genes across peripheral tissues, suggesting the existence of a Clp1-promoted 3’UTR shortening mechanism occurring in a variety of cell types and, among those cell types we surveyed, most pronounced in mTEChi.

The observation that the levels of *Clp1* expression and the distributions of the short-3’UTR transcript isoforms of Aire-sensitive genes were similar between *Aire*-KO and WT mTEChi, strongly suggests that the Clp1-driven 3’UTR shortening mechanism is already in place in mTEChi before Aire is activated. The independence of Aire’s action on gene expression and the effect of Clp1 on 3’UTR shortening is also consistent with the lack of direct interaction found between Aire and Clp1. Although these effects of Aire and Clp1 appear decoupled, it is also apparent as noted that sensitivity to these Aire and Clp1 effects have a higher-rate of co-occurrence in the same set of genes. Although we could detect and characterize the effect of Clp1 on the Aire-sensitive genes in mTEChi using annotated pAs from the PolyA_DB 2 database which mainly contains pAs identified from comparisons across peripheral tissues, the precise proportion of Aire-sensitive genes that are subject to differential pA usage and Clp1-driven shortening in mTEChi remains to be precisely defined. Current methods to capture mTEChi-specific pAs using next generation sequencing methods require very large numbers of cells relative to the number of mTEChi (~30,000) that can be isolated per mouse but emerging methods for accurate pA identification with lower input requirements could make this feasible from such low material quantity (Chen et al., 2017).

Clp1 is a member of the core 3’ end processing complex that we showed to be preferentially located at proximal pAs of Aire-sensitive genes in HEK293 cells, indicating that the effect of Clp1 on 3’UTR shortening could result from enhanced recruitment of the 3’ end processing complex to proximal pAs. Similar modes of action, involving members of the core 3’ end processing complex and resulting in transcripts with either shorter or longer 3’UTRs have been described for Clp1 in yeast (Johnson et al., 2011) and Cpsf6 in humans (Gruber et al., 2012; Martin et al., 2012), respectively. However, the basis for the preferential effect of Clp1 on the Aire-sensitive genes remains unknown, but note that it does appear to be conserved across cell types. One possibility is that the regulatory elements and associated basal transcriptional machinery at Aire-sensitive genes share conserved features that favor recruitment of Clp1.

3’UTRs have been described as potent sensors of the post-transcriptional repression mediated by miRNAs, resulting in mRNA destabilization and degradation (Bartel, 2009; Jonas and Izaurralde, 2015). In addition to miRNAs, RNA-binding proteins (RBPs) also contribute the regulation of transcript stability depending on the type of cis regulatory elements that they recognize on 3’UTRs, triggering either repression or activation signals (Spies et al., 2013). In mTEChi, we found increased stability of the Aire-sensitive transcripts that were subject to Clp1-promoted 3’UTR shortening. Thus, our findings supported an escape from the post-transcriptional repression of short-3’UTR transcripts in mTEChi, leading to enhanced stability and accumulation of these transcripts. Similar observations, resulting in increased transcript levels and higher protein translation, have notably been documented for genes subject to 3’UTR shortening whose long-3’UTR transcript isoforms were targeted by particular miRNAs or classes of RBPs (Chen and Shyu, 1995; Guo et al., 2010; Masamha et al., 2014; Mayr and Bartel, 2009; Vlasova et al., 2008).

The finding that the transcripts controlled by Aire and subjected to Clp1-promoted 3’UTR shortening in mTEChi escape the miRNA-mediated post-transcriptional repression that proves to be stronger in mTEChi than in mTEClo, is consistent with recent reports showing that maturation-dependent expression of miRNAs correlates with the expression of Aire in mTEChi (Ucar et al., 2013) and that Aire is able to control the expression of miRNAs in a murine mTEC line (Macedo et al., 2015) or in mTEChi in vivo through the comparison of WT and Aire null mutant thymi (Ucar et al., 2013). Interestingly, it has also been reported that, in contrast to Aire-independent TRA transcripts, some classical Aire-dependent TRAs exhibit profound refractoriness in reconstructed networking interactions with miRNAs (Macedo et al., 2015; Oliveira et al., 2016). An alteration in 3’UTRs of Aire-dependent TRA transcripts has been proposed to explain this observation (Passos et al., 2015). Consistent with this proposal, our study provides evidence that Aire-sensitive genes undergo 3’UTR shortening resulting in the escape of the generated shortened transcripts from the miRNA-mediated post-transcriptional repression in mTEChi.

In addition to impacting transcript stability through the escape of the post-transcriptional repression, short 3’UTRs have also been shown to shift the surface localization of membrane proteins and the functional cell compartment of other types of proteins, in favor of the endoplasmic reticulum (ER) (Berkovits and Mayr, 2015). Thus, one interesting hypothesis for future study is that Clp1-driven 3’UTR shortening at Aire-sensitive genes in mTEChi might not only impact the expression of Aire-dependent self-antigens but also favor their routing to the ER, from where they will be processed and presented, potentially enhancing their presentation to self-reactive T lymphocytes and, subsequently, central tolerance and protection against autoimmune manifestations.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus-musculus*)	B6.129S2-Aire^tm1.1Doi^/J	Anderson et al., 2002	RRID:IMSR_JAX:004743	Provided by D. Mathis and C. Benoist (Harvard Medical School)
Cell line (*Homo-sapiens*)	HEK293 cells	Martin et al., 2012		Cell line obtained from M. Zavolan lab
Cell line (*Mus-musculus*)	1C6 mouse thymic epithelial cells	Mizuochi et al., 1992		
Transfected construct (mouse)	pCMV-Aire-Flag plasmid	Abramson et al., 2010		
Antibody	anti-mouse CD45-PerCPCy5.5 (Clone: 30-F11; Rat IgG2b, k)	Biolegend	Cat# 103131 RRID:AB_893344	FACS (1:50)
Antibody	anti-mouse Ly51-PE (Clone: 6C3; Rat IgG2a, k)	Biolegend	Cat# 108307 RRID:AB_313364	FACS (1:800)
Antibody	anti-mouse I-A/E-APC (Clone: M5/114.15.2; Rat IgG2b, k)	eBioscience	Cat# 17–5321 RRID:AB_469455	FACS (1:1200)
Antibody	anti-Clp1 (Clone: EPR7181; Rabbit monoclonal)	GeneTex	Cat# GTX63930	FACS (1:100)
Antibody	anti-human CLP1 (Goat polyclonal)	Santa Cruz	Cat# sc-243005	IP and WB
Antibody	Flag-tag M2 (Mouse monoclonal)	Sigma	Cat# F1804 RRID:AB_262044	IP and WB
Antibody	mouse CD45 microbeads	Miltenyi Biotec	Cat# 130-052-301	
Recombinant DNA reagent	PLKO.1-Puro shRNAs (plasmids-lentiviruses)	Broadinstitute (RNAi platform)		shRNA details: Supplementary file 1
Recombinant DNA reagent	EF1-Tet3G (plasmid-lentivirus)	Vectalys		
Recombinant DNA reagent	pTRE3G-shClp1-GFP (plasmid-lentivirus)	Vectalys		Clp1 shRNAs: Supplementary file 1
Sequence-based reagent	qPCR primers	this paper		primer details: Supplementary file 2
Sequence-based reagent	oligo(dT)12–18 primers	ThermoFisher	Cat# 18418012	
Commercial assay or kit	Trans-IT-293 transfection reagent	Mirus	Cat# MIR 2700	
Commercial assay or kit	Universal Magnetic Co-IP Kit	Active Motif	Cat# 54002	
Commercial assay or kit	Superscript II Reverse Transcriptase	ThermoFisher	Cat# 18064071	
Chemical compound, drug	collagenase D	Roche	Cat# 11088866001	(1 mg/mL final)
Chemical compound, drug	DNase I	Sigma	Cat# DN25	(1 mg/mL final)
Chemical compound, drug	collagenase/dispase	Roche	Cat# 11097113001	(2 mg/mL final)
Chemical compound, drug	actinomycin D	Sigma	Cat# A9415	(1 µM)
Software, algorithm	Bowtie	Johns Hopkins University (http://bowtie-bio.sourceforge.net/index.shtml)	RRID:SCR_005476	
Software, algorithm	Samtools	Samtools (http://samtools.sourceforge.net/)	RRID:SCR_002105	
Software, algorithm	Bedtools	University of Utah (https://bedtools.readthedocs.io/en/latest/)	RRID:SCR_006646	
Software, algorithm	DESeq	EMBL (http://bioconductor.org/packages/release/bioc/html/DESeq.html)	RRID:SCR_000154	
Software, algorithm	RNAseq_d3UTR_ratio_density.R	this paper		provided: Figure 1—source data 3
Software, algorithm	CEAS	CEAS (http://ceas.cbi.pku.edu.cn/index.html)	RRID:SCR_010946	
Software, algorithm	aroma.affymetrix R package	UCSF (prev. UC Berkeley) (https://www.aroma-project.org)	RRID:SCR_010919	details: Figure 3—source data 1
Software, algorithm	Microarray_d3UTR_hg19.R	this paper		provided: Figure 3—source data 2
Software, algorithm	Microarray_d3UTR_significance.R	this paper		provided: Figure 3—source data 3
Software, algorithm	GSEA	BroadInstitute (http://www.broadinstitute.org/gsea/)	RRID:SCR_003199	

### Mice

*Aire*-deficient mice on the C57BL/6 (B6) genetic background (Anderson et al., 2002) were kindly provided by D. Mathis and C. Benoist (Harvard Medical School, Boston, MA), and wild-type B6 mice were purchased from Charles River Laboratories. Mice were housed, bred and manipulated in specific-pathogen-free conditions at Cochin Institute according to the guidelines of the French Veterinary Department and under procedures approved by the Paris-Descartes Ethical Committee for Animal Experimentation (decision CEEA34.MG.021.11 or APAFIS #3683 N° 2015062411489297 for lentigenic mouse generation).

### Cell culture

Cell lines used include HEK293 from the lab of Dr Zavolan and the murine thymic epithelial 1C6 cell line (Mizuochi et al., 1992). These cells were maintained in the lab, negative for mycoplasma and cultured in DMEM high glucose medium complemented with 10% FBS, L-glutamate, sodium pyruvate 1 mM, non-essential amino acids and pen/strep antibiotics. HEK293 cells display a normal HEK293 morphology and the identity of 1C6 cells was confirmed by RNA-seq with high expression of typical thymic epithelial markers.

### Isolation and analysis of medullary epithelial cells

Thymi of 4-wk-old mice were dissected, trimmed of fat and connective tissue, chopped into small pieces and agitated to release thymocytes. Digestion with collagenase D (1 mg/mL final) (Roche) and DNase I (1 mg/mL final) (Sigma) was performed for 30 min at 37°C. The remaining fragments were then treated with a collagenase/dispase mixture (2 mg/mL final) (Roche) and DNase I (2 mg/mL final) at 37°C until a single-cell suspension was obtained. Cells were passed through 70 μm mesh and resuspended in staining buffer (PBS containing 1% FBS and 5 mM EDTA). For isolation of medullary epithelial cells, an additional step of thymocyte depletion was performed using magnetic CD45 MicroBeads (Miltenyi Biotec). The resuspended cells were incubated for 20 min at 4°C with the fluorophore-labeled antibodies CD45-PerCPCy5.5 (1:50) (Biolegend), Ly51-PE (1:800) (Biolegend), and I-A/E-APC (1:1,200) (eBioscience). Sorting of mTEChi/lo (CD45^−^Ly51^−^I-A/E^high/low^) or, for lentigenic mice, of mTEChi +/- for GFP expression, was performed on a FACSAria III instrument (BD Bioscience). For Clp1 staining, cells labeled for membrane antigens were fixed in (3.7%) formaldehyde for 15 min, permeabilized in (0.5%) saponin for 15 min, and incubated with an antibody to Clp1 (1:100) (clone: EPR7181, GeneTex, GTX63930) and an Alexa Fluor 488-conjugated goat polyclonal antibody to rabbit (1:200) (TermoFisher, A11008). Cells were analyzed on an Accuri C6 instrument (BD Bioscience). All compensations were performed on single-color labeling of stromal cells and data analysis was done using the BD Accuri C6 Analysis software.

### Actinomycin D treatment

mTEChi were isolated and sorted (~4 x 10^5^) from pooled thymi of B6 mice as described above, then treated with actinomycin D (1 µM) in MEM medium for 3, 6 and 12 hours at 37°C. The cells were then harvested and total RNA was isolated by TRIzol extraction (ThermoFisher).

### *Aire*-transient transfections

HEK293 cells were seeded at a density of 600,000 per well in 6-well plates or at 3.5*10^6^ per 10-cm^2^ culture dish. The next day, and depending on the dish format, HEK293 cells were transfected with either 2.5 or 8 µg of the pCMV-Aire-Flag plasmid (or control plasmid) using 7.5 or 32 µl of the TransIT-293 transfection reagent (Mirus). After 48 hr, cells cultured in 6-well plates were subjected to total RNA extraction for RNA-seq experiments, whereas those in the culture dish were subjected to protein extraction for coimmunoprecipitation.

### Coimmunoprecipitation

Extraction of nuclear proteins and coimmunopreciptation were performed using the Universal Magnetic Co-IP Kit (Active Motif). Briefly, *Aire*-transfected HEK293 cells were lysed with hypotonic buffer and incubated on ice for 15 min. Cell lysates were centrifuged for 30 s at 14,000 x g, then the nuclei pellets were digested with an enzymatic shearing cocktail for 10 min at 37°C. After centrifugation of the nuclear lysates, the supernatants containing the nuclear proteins were first incubated with specific antibodies for 4 hr, then with Protein-G magnetic beads for 1 hr at 4°C with rotation. After four washes, bound proteins were eluted in laemmli/DTT buffer, separated by SDS/PAGE for 40 min at 200 V, transferred to PVDF membranes using the TurboTransfer System for 7 min at 25 V (BioRad) and blocked for 1 hr with TBS, 0.05% Tween, 3% milk. The western blot detection was done after incubation with primary (2 hr) and secondary antibodies (1 hr). Detection was performed by enhanced chemiluminiscence (ECL). Antibodies used for immunoprecipitation or revelation were: CLP1 (sc-243005, Santa Cruz), Flag-tag M2 (F1804, Sigma), goat IgG control (sc-2028, Santa Cruz), mouse IgG1 control (ab18443, Abcam), and horseradish peroxidase-conjugated anti-mouse IgG light chain specific (115-035-174, Jackson ImmunoResearch).

### shRNA-mediated knockdown

Specific knockdown of *CLP1*, *HNRNPL*, *DDX5*, *DDX17*, *PARP1*, *PRKDC, SUPT16H*, *PABPC1*, *CPSF6* and the control LacZ gene in HEK293 cells, or of *Clp1* in the 1C6 mouse thymic epithelial cell line was performed by infection with lentivirus-expressing shRNAs. shRNAs were cloned into the lentivirus vector pLKO with an expression driven by the ubiquitously active U6 promoter, and were provided by the RNAi Consortium of the Broad Institute, as lentiviral particles at ~10^7^ VP/mL. For each candidate, we tested an average of 5 specific shRNAs among those with the highest knockdown efficiency as measured by the RNAi platform of the Broad Institute.

HEK293 or 1C6 cells were seeded at a density of 250,000 or 650,000 per well in 6-well plates. The next day, cells were supplemented with 8 mg/ml polybrene and infected with 20 µL of shRNA-bearing lentiviruses. Each shRNA was tested in duplicate. The day after, the medium was changed to a fresh one containing 2 µg/ml puromycin. Cells were maintained in selective medium during 6 days and harvested for RNA extraction using TRIzol (ThermoFischer). Knockdown efficiency was analyzed by real-time PCR – carried out in technical triplicate – in comparing the level of expression of each candidate in the knockdown vs. control samples using the human or murine GAPDH gene for normalization with primers listed in Supplementary file 2. First-strand cDNA was synthesized using SuperScript II Reverse Transcriptase (ThermoFischer) and oligo(dT)12–18 primers. cDNA was used for subsequent PCR amplification using the 7300 Real-Time PCR system (Applied Biosystems) and SYBR Green Select Master Mix (ThermoFisher). Knockdown efficiency of each specific shRNA was summarized in Supplementary file 1. We used for subsequent analyses the extracted RNA corresponding to the three shRNAs yielding the highest reduction of their target mRNA (>60%).

### Lentigenic mouse generation

Three shRNAs against *Clp1* were cloned into a cluster of micro RNAs construct, the two most efficient shRNAs in two copies and the third in a single copy (Supplementary file 1). This construct was transferred to a lentiviral backbone, downstream of the doxycycline inducible promoter TRE3G and upstream of the ZsGreen protein. A second construct expressing the TetOn3G transactivator under the control of the EF1 promoter was generated. A single ultra-high purified and concentrated lentivector (2.2 × 10^9^ TU/mL) containing both constructs was generated and purified by both Tangential Flow Filtration and Chromatography. Cloning and lentiviral production were performed by Vectalys (www.vectalys.com). Fertilized oocytes (B6) were microinjected under the zona pellucida with the lentivirus suspension as described (Giraud et al., 2014). A pool of 33 transduced oocytes were reimplanted into five pseudopregnant females. Newborns were selected for integration of both constructs by PCR with primers matching the ZsGreen or TetOn3G sequences (Supplementary file 2). At 3 weeks of age, mice were treated with doxycycline food pellets (2 g/kg) for two weeks and then sacrificed for mTEChi isolation. Mice expressing GFP in >10% of mTEChi were selected for GFP+ and GFP- mTEChi RNA-seq.

### RNA-seq and d3’UTR ratios

Total RNA was isolated by TRIzol extraction (ThermFisher). Only high-quality RNA (with RIN values around or over 8) was used to generate polyA-selected transcriptome libraries with the TruSeq RNA Library Prep Kit v2, following the manufacturer’s protocol (Illumina). Sequencing was performed using the Illumina HiSeq 1000 machine and was paired-end (2 × 100 bp) for mTEChi and *Aire*-KO mTEChi isolated from pooled thymi (deposited in the GEO database as GSE140683), and for mTEChi and mTEClo isolated from the same mice (deposited in the GEO GSE140815). Sequencing was single-end (50 bp) for transfected and knockdown HEK293 cells (deposited in the GEO database as GSE140738 and GSE140993), actinomycin D-treated mTEChi (as GSE140815), and mTEChi isolated from *Clp1* lentigenic mice (as GSE140878). RNA libraries from thymic cells isolated from lentigenic mice or actinomycin D-treated mTEChi were constructed with the Smarter Ultra Low Input RNA kit (Clontech) combined to the Nextera library preparation kit (Illumina). Paired-end (100 bp) datasets were homogenized to single-end (50 bp) data by read-trimming and concatenation. Lower quality reads tagged by the Illumina’s CASAVA 1.8 pipeline were filtered out and mapped to the mouse or human reference genome (mm9 or hg19) using the Bowtie aligner (Langmead et al., 2009). For the multi-tissue comparison analysis, duplicate reads were removed with the Samtools rmdup function (1000 Genome Project Data Processing Subgroup et al., 2009). For read counting, we used the intersectBed and coverageBed programs of the BEDtool distribution (Quinlan and Hall, 2010) with the -f one option. It enabled the count of reads strictly contained in each exon of the Refseq genes whose annotation GTF file was obtained from the UCSC Table Browser, in choosing mm9 mouse (or hg19 human) genome/Genes and Gene Predictions/RefSeq Genes/refGene. GTF files for mice and humans are provided in Figure 1—source data 2. Differential fold-change expression between two datasets was computed using DESeq (Anders and Huber, 2010) and gene expression was quantified in each sample as reads per kilobase per million mapped reads (RPKM).

For d3’UTR ratio calculation, we counted the reads as above but with a GTF file that we generated as follows: First, from the UCSC Table Browser, we chose mm9 mouse (or hg19 human) genome/Genes and Gene Predictions/RefSeq Genes/refGene, and we obtained one file with coding exon features only and another file with 5' and 3'UTR features. We combined these two files into a single one and split the 3'UTR annotations into distal 3'UTR (d3'UTR) and proximal 3'UTR annotations at the sites of alternative pAs that we identified in parsing the PolyA_DB 2 database (http://exon.umdnj.edu/polya_db/v2/). A proximal pA was validated when its genomic location from the PolyA_DB 2 database differs from 20 bp at least to the genomic location of the UCSC annotated 3’UTR distal boundary or distal pA. In case of multiple proximal pAs, the most proximal one was considered. Then, we fused into a single feature the proximal 3'UTR annotations with the last coding exons (exon CDS) and formatted the file to fit a GTF format. d3’UTR annotation and GTF files for mice and humans are provided in Figure 1—source data 1. For each Refseq gene corresponding to an independent NM_Refseq ID, we divided the RPKM expression of the d3'UTR region by the expression of the upstream region of the last 3’ exon to generate the d3'UTR ratio used as a measure of pA usage. Note that using two contiguous regions in the last 3’ exons of the genes for d3’UTR ratio calculation, reduces the risk of a potential bias that could arise from a non-uniform RNA-seq coverage between the 3’ ends and their upstream regions. The R-script used for d3’UTR ratio calculation in WT and *Aire*-KO mTEChi is provided in Figure 1—source data 3.

### Multi-tissue comparison analysis

First, an RNA-seq database of mouse tissues was assembled in collecting 22 RNA-seq datasets generated from polyA-selected RNA and Illumina sequencing. The raw read sequences were obtained from the GEO database: GSE36026 for bone marrow, bone marrow derived macrophage (BMDM), brown adipocytes tissue (BAT), cerebellum, cortex, heart, intestine, kidney, liver, lung, olfactory, placenta, spleen, testes, mouse embryonic fibroblast (MEF), mouse embryonic stem cells (mESC), E14.5 brain, E14.5 heart, E14.5 limb and E14.5 liver; GSM871703 for E14.5 telencephalon; GSM879225 for ventral tegmental area VTA. Reads of the VTA dataset, over 50 bp in length, were trimmed for homogeneous comparison with our RNA-seq data. We processed each collected dataset for gene expression profiling and d3’UTR ratio computing as above. To avoid center-to-center biases, we removed from the sequence assemblies the duplicate reads that could arise from PCR amplification errors during library construction. For multi-sample comparison analysis, our mTEChi datasets were also subjected to removal of duplicate reads.

Next, the tissue-specificity (one tissue of restricted expression) or selectivity (two-to-four tissues of restricted expression) of the Aire-sensitive genes was characterized by using the specificity measurement (SPM) and the contribution measurement (CTM) methods (Pan et al., 2013). For each gene, the SPM and the CTM values were dependent on its level of expression in each tissue. If no read was detected in a tissue, the latter was excluded from the comparison. For tissues of similar type, only the one showing the highest level of gene expression was included in the comparison. Cerebellum, cortex, E14.5 brain, E14.5 telencephalon and VTA referred to a group, as well as did E14.5 heart and heart, or E14.5 liver and liver. If the SPM value of a gene for a tissue is >0.9, then the gene is considered tissue-specific for this particular tissue. Otherwise, if the SPM values of a gene for two to four tissues were >0.3 and its CTM value for the corresponding tissues was >0.9, then the gene was considered tissue-selective for these tissues. If these conditions were not met, the gene was left unassigned.

Finally, for the analysis of 3’UTR length variation of Aire-sensitive PTA genes between mTEChi and their tissues of expression, peripheral d3’UTR ratios of tissue-specific genes were selected in their unique identified tissues of expression. For tissue-selective genes, the d3’UTR ratios for peripheral tissues were selected randomly among their tagged tissues of expression.

### CLIP-seq analysis

The location of the 3’ end processing complex on the transcripts of Aire target genes was tracked by measuring the density of reads that map to these transcripts in PAR-CLIP sequencing data of RNAs bound to the endogenous CSTF2 from the GEO database (GSM917676). We processed these assemblies of RNA-mapped reads (as wig files) using the sitepro program (CEAS distribution) (Shin et al., 2009) to infer the read density at the vicinity of proximal and distal pAs of transcripts of Aire target genes in HEK293 cells. The genomic location of these proximal and distal pAs extracted from the PolyA_DB 2 database (Figure 2—source data 1) was loaded into sitepro as bed files of Aire-sensitive and neutral genes identified from RNA-seq differential expression of *Aire* versus control-transfected HEK293 cells.

### Microarray gene expression profiling

Total RNA was prepared from harvested HEK293 cells knockdown for *CLP1*, *HNRNPL*, *DDX5*, *DDX17*, *PARP1*, *PRKDC, SUPT16H*, *PABPC1*, *CPSF6* and the control LacZ gene using TRIzol (ThermoFisher). Single-stranded DNA in the sense orientation was synthesized from total RNA with random priming using the GeneChip WT Amplification kit (Affymetrix). The DNA was subsequently purified, fragmented, and terminally labeled using the GeneChip WT Terminal Labeling kit (Affymetrix) incorporating biotinylated ribonucleotides into the DNA. The labeled DNA was then hybridized to Human Gene ST1.0 microarrays (Affymetrix), washed, stained, and scanned. Raw probe-level data (.CEL files deposited in the GEO database as GSE141118) was normalized by the robust multiarray average (RMA) algorithm and summarized using the R-package aroma.affymetrix (www.aroma-project.org/) to obtain probeset expression values corresponding to the genes on the array, as described in (Figure 3—source data 1).

### Individual probe-level microarray analyses

For each HEK293 sample of a microarray comparison, an expression file of individual probes of each gene on the array was generated using aroma.affymetrix, as described in (Figure 3—source data 1). Probes with expression values over the background in each sample, had their hg19 genomic location retrieved from the Affymetrix individual probe dataset (NetAffx Web site), and were mapped to the d3’UTR annotation file generated as described in the ‘RNA-seq and d3’UTR ratios’ section. The d3’UTRs ratios were then computed for the genes having at least two individual probes in their d3’UTR regions by dividing the specific d3’UTR expression by the whole-transcript expression. We performed the individual probe d3’UTR mapping and d3’UTR ratio calculation using an adaptation of our R-implementation of PLATA (Giraud et al., 2012), as described in Figure 3—source data 2. We then tested between two HEK293 samples the proportion of genes with a significant increase or decrease of d3’UTR ratios to the proportion of those whose variation is not significant (Figure 3—source data 3).

### miRNA potential target gene identification

We used the TargetScan 6.2 database (http://www.targetscan.org/vert_61/) to generate a list of miRNAs or miRNA families and their potential target genes harboring miRNA conserved sites in 3'UTRs (Friedman et al., 2009). We further selected from these potential target genes those for which the miRNA conserved sites are specifically located within the cleavable d3’UTRs. The miRNAs and their potential target genes with miRNA conserved sites within their 3’UTRs or d3’UTRs are provided in Figure 5—source data 1.

### Gene set enrichment analysis (GSEA)

GSEA was first used to test the effect of candidate gene knockdown on the expression of Aire-sensitive genes. The overlap between the transcripts impacted by Aire in HEK293 cells and those impacted by the knockdown of *CLP1*, *HNRNPL*, *DDX5*, *DDX17*, *PARP1* was tested by the GSEA software (Subramanian et al., 2005) (Broad Institute). The Aire-sensitive genes were identified from RNA-seq data of control and *Aire*-transfected HEK293 cells. For this analysis, the top 30% of genes the most sensitive to Aire were considered.

GSEA was also used to test the potential involvement of miRNAs or miRNA families in the regulation of sets of genes in mTEChi versus mTEClo. To this end, we performed RNA-seq profiling of mTEChi and mTEClo that were isolated from the same pool of 4 thymi of B6 mice. We ran GSEA on the DESeq-normalized read counts of the mTEChi versus mTEClo comparison using the list of miRNAs and of their potential target genes harboring miRNA conserved sites in 3'UTRs as generated through parsing the TargetScan 6.2 database (above). A ‘classic’ scoring scheme was used for the GSEA analysis. Gene sets of 15 to 5000 genes were considered for the analysis. Null read count values were removed. To determine the genes that contribute the most to the observed miRNA-specific gene set reduction in mTEChi, we performed a leading edge analysis in including all miRNA-specific gene sets with FDR q-values <0.05 (Figure 5—source data 1). We found that these leading edge genes were potentially targeted by a number of different miRNAs, whose median was 4. We selected for representation the leading edge genes targeted by more than four different miRNAs (>=5).

### Statistical analysis

Determination of the statistical significance differences between two experimental groups was done by the non-parametric Wilcoxon test, unless specified. Since P-values are sensitive to sample size and tend to decrease as n increases, for each comparison, we matched the size of the control sample (when larger than the test sample) to the one of the test sample. For instance, for the Aire-sensitive versus neutral gene comparisons, we selected a number of Aire-neutral genes with the closest-to-1 expression foldchange, that matches the size of the tested Aire-sensitive sample.

## Data Availability

All RNAseq and microarray data are deposited in the NCBI Gene Expression Omnibus database (GEO). The following datasets were generated: GiraudMGuyonC2020WT and Aire-KO mouse MEChi RNAseq profilingNCBI Gene Expression OmnibusGSE140683 GiraudMJmariNPadonouF2020RNAseq profiling of Aire and Ctr-transfected HEK293 cellsNCBI Gene Expression OmnibusGSE140738 GiraudMGuyonC2020Stability of Aire-upregulated and Aire-neutral transcripts in medullary thymic epithelial cellsNCBI Gene Expression OmnibusGSE140815 GiraudMGuyonCJmariN2020Clp1 knockdown lentigenic mouse generationNCBI Gene Expression OmnibusGSE140878 GiraudMJmariN2020RNAseq profiling of Ctr and CLP1 knockdown HEK293 cellsNCBI Gene Expression OmnibusGSE140993 GiraudMJmariN2020RNAseq profiling of Ctr and CLP1 knockdown HEK293 cellsNCBI Gene Expression OmnibusGSE141118 The following previously published datasets were used: GruberAR2012PAR-CLIP CstF-64NCBI Gene Expression OmnibusGSM917676 AbramsonJGiraudM2016Aire-KO MEChi RNAseq profilingNCBI Gene Expression OmnibusGSE87133 AbramsonJGiraudM2015Sirt1 is essential for Aire-mediated induction of central immunological toleranceNCBI Gene Expression OmnibusGSE68190

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 1—source data 1. — A proximal pA was validated when its genomic location from the PolyA_DB 2 database differs from 20 bp at least to the genomic location of the UCSC annotated 3’UTR distal boundary or distal pA. In case of multiple proximal pAs, the most proximal one was considered. The two annotation files (GFF2_features_hg19_UTR_d.gtf and GFF2_features_mm9_UTR_d.gtf) are GTF files to be used with intersectBed and coverageBed for RNA-seq-based d3’UTR ratio calculation. The two annotation files (features_hg19_UTR_d.csv and features_mm9_UTR_d.csv) are to be used with our R-implementation of PLATA (Giraud et al., 2012) for individual probe-level microarray analyses and microarray-based d3’UTR ratio calculation.

**Figure 1–source data 1. d3’UTR annotation files in mice and humans for RNA-seq and microarray analyses**

A proximal pA was validated when its genomic location from the PolyA_DB 2 database differs from 20bp at least to the genomic location of the UCSC annotated 3’UTR distal boundary or distal pA. In case of multiple proximal pAs, the most proximal one was considered.

GFF2_features_hg19_UTR_d.gtf

GFF2_features_mm9_UTR_d.gtf

These two annotation files are GTF files to be used with intersectBed and coverageBed for RNA-seq-based d3’UTR ratio calculation.

features_hg19_UTR_d.csv

features_mm9_UTR_d.csv

These two annotation files are to be used with our R-implementation of PLATA (Giraud et al. 2012) for individual probe-level microarray analyses and microarray-based d3’UTR ratio calculation.

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 1—source data 2. — The two annotation files (UCSCmm9.gtf and UCSChg19.gtf) are GTF files to be used with intersectBed and coverageBed for RNA-seq differential gene expression analyses.

**Figure 1–source data 2. Annotation files in mice and humans for RNA-seq differential gene expression.**

UCSCmm9.gtf

UCSChg19.gtf

These two annotation files are GTF files to be used with intersectBed and coverageBed for RNA-seq differential gene expression analyses

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 1—source data 3. — RNAseq_d3UTR_ratio_density.R: R-script used for d3’UTR ratio calculation and d3’UTR ratio density plot from RNA-seq data. The script needs the WT_AireKO_counts_UCSCmm9_DESEQ.csv file (DESeq differential expression file of WT vs Aire-KO mTEChi), the WT_AireKO_counts_UTRd.csv file (count of reads mapping the annotated features including d3’UTRs: GFF2_features_mm9_UTR_d.gtf provided in Figure 1—source data 1) and the number of reads of the WT and Aire-KO samples that map to the mm9 genome (114828554 for WT mTEChi and 179098324 for Aire-KO mTEChi).

**Figure 1–source data 3. d3’UTR ratio calculation in WT and *Aire*-KO mTEChi.**

RNAseq_d3UTR_ratio_density.R:

R-script used for d3’UTR ratio calculation and d3’UTR ratio density plot from RNA-seq data. The script needs the WT_AireKO_counts_UCSCmm9_DESEQ.csv file (DESeq differential expression file of WT vs *Aire*-KO mTEChi), the WT_AireKO_counts_UTRd.csv file (count of reads mapping the annotated features including d3’UTRs: GFF2_features_mm9_UTR_d.gtf provided in **Figure 1-source data 1**) and the number of reads of the WT and *Aire*-KO samples that map to the mm9 genome.

Dependent files:

WT_AireKO_counts_UCSCmm9_DESEQ.csv

WT_AireKO_counts_UTRd.csv

Number of reads mapping WT mTEChi: 114828554

Number of reads mapping Aire-KO mTEChi: 179098324

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 2—source data 1. — The four files (3UTRd+_const.xlsx, 3UTRd+_alt.xlsx, 3UTRd-_const.xlsx and 3UTRd-_alt.xlsx) were generated parsing the PolyA_DB 2 database for alternative (proximal) pAs and constitutive (distal) pAs. Alternative pAs with their genomic location are listed in two files according to the orientation of the genes (3UTRd+_alt.xlsx and 3UTRd-_alt.xlsx). Constitutive pAs with their genomic location are also listed in two different files (3UTRd+_const.xlsx and 3UTRd-_const.xlsx). These files are used to generate bed files of proximal and distal pA location at Aire-sensitive and neutral-genes for CLIP-seq analysis using the sitepro program (CEAS distribution).

**Figure 2–source data 1. Genomic location of pAs on hg19 extracted from the PolyA_DB 2 database for CLIP-seq analysis.**

3UTRd+_const.xlsx

3UTRd+_alt.xlsx

3UTRd-_const.xlsx

3UTRd-_alt.xlsx

These four files were generated parsing the PolyA_DB 2 database for alternative (proximal) pAs and constitutive (distal) pAs. Alternative pAs with their genomic location are listed in two files according to the orientation of the genes (3UTRd+_alt.xlsx and 3UTRd-_alt.xlsx). Constitutive pAs with their genomic location are also listed in two different files (3UTRd+_const.xlsx and 3UTRd-_const.xlsx).

These files are used to generate bed files of proximal and distal pA location at Aire-sensitive and neutral-genes for CLIP-seq analysis using the sitepro program (CEAS distribution).

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 3—source data 1. — We use the aroma.affymetrix R-package and the commands listed in the aroma.affymetrix.commands.docx file for ‘probeset expression extraction’ and ‘individual probe expression extraction’. A mandatory folder organization associated with this package is needed for the analysis. The sample CEL files must be added in a dedicated folder. (HuGene-1_0 st-v1,r3.cdf) is the Chip Description File. (probeset.csv) is the list of probeset IDs corresponding to the genes on the array. (HuGeneST1features.csv) is the list of probeset IDs and their individual probe IDs.

**For probeset expression extraction:**

cdf <- AffymetrixCdfFile$byChipType("HuGene-1_0-st-v1,r3")

cs <- AffymetrixCelSet$byName("monset", cdf=cdf)

bc <- RmaBackgroundCorrection(cs)

csBC <- process(bc,verbose=verbose)

qn <- QuantileNormalization(csBC, typesToUpdate="pm")

csN <- process(qn, verbose=verbose)

plm <- RmaPlm(csN)

fit(plm)

ces <- getChipEffectSet(plm)

theta <- extractMatrix(ces)

rownames(theta) <- getUnitNames(cdf)

write.csv(theta,"final.csv") *# associate “probeset.csv” with “final.csv”*

**For individual probe expression extraction:**

cdf <- AffymetrixCdfFile$byChipType("HuGene-1_0-st-v1,r3")

cs <- AffymetrixCelSet$byName("monset", cdf=cdf)

bc <- RmaBackgroundCorrection(cs)

csBC <- process(bc,verbose=verbose)

qn <- QuantileNormalization(csBC, typesToUpdate="pm")

csN <- process(qn, verbose=verbose)

temp<-csN$intensities

r<-row(temp)

temp2<-cbind(r[,1],temp)

dat<-read.csv("HuGeneST1features.csv",header=FALSE)

sup<-temp2[match(dat[,5],temp2[,1]),2:5]

*# adjust the range 2:5 according to the number of sample CEL files*

datTOUT<-cbind(dat[,3:5],sup)

colnames(datTOUT)<-c("probeset","indice","indices",…)

*# ”...” to complete with the sample names*

write.csv(datTOUT,file="HuGeneST1features_SAMPLE_TOUT.csv",row.names=FALSE)

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 3—source data 1. — We use the aroma.affymetrix R-package and the commands listed in the aroma.affymetrix.commands.docx file for ‘probeset expression extraction’ and ‘individual probe expression extraction’. A mandatory folder organization associated with this package is needed for the analysis. The sample CEL files must be added in a dedicated folder. (HuGene-1_0 st-v1,r3.cdf) is the Chip Description File. (probeset.csv) is the list of probeset IDs corresponding to the genes on the array. (HuGeneST1features.csv) is the list of probeset IDs and their individual probe IDs.

**Figure 3–source data 1. Human Gene ST1.0 microarray probeset and individual probe expression extraction.**

HuGene-1_0-st-v1,r3.cdf the Chip Description File

probeset.csv the list of probeset IDs corresponding to the genes on the array

HuGeneST1features.csv the list of probeset IDs and their individual probe IDs

We use the aroma.affymetrix R-package and the commands listed in aroma.affymetrix.commands.docx for “probeset expression extraction” and “individual probe expression extraction”. A mandatory folder organization associated with this package is needed for the analysis. The sample CEL files must be added in a dedicated folder.

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 3—source data 2. — Microarray_d3UTR_hg19.R: R-script to perform individual probe d3’UTR mapping and d3’UTR ratio calculation. Dependent files: - annotation file including 3d’UTR features for microarray analysis (Figure 1—source data 1): features_hg19_UTR_d.csv - Individual probe location on hg19: HuGene-1_0 st-v1.hg19.probe.csv - Individual probe expression obtained from the comparison: CTR versus CLP1 sh2 KD samples (Figure 3—source data 1): ST1features_CTR_v_CLP1_SH2.csv Result file: global_HuGene_CTR_v_CLP1_SH2.csv In the result file, the feat_WTnorm and feat_KOnorm columns correspond, for the 3UTRd features, to the d3’UTR ratios in WT and KO samples, respectively.

**Figure 3–source data 2. Microarray individual probe d3’UTR mapping and d3’UTR ratio calculation.**

- R-script to perform individual probe d3’UTR mapping and d3’UTR ratio calculation:

Microarray_d3UTR_hg19.R

Dependent files:

- annotation file including 3d’UTR features for microarray analysis (**Figure 1-source data 1**):

features_hg19_UTR_d.csv

- Individual probe location on hg19:

HuGene-1_0-st-v1.hg19.probe.csv

- Individual probe expression obtained from the comparison: CTR versus CLP1 sh2 KD samples (**Figure 3-source data 1**):

ST1features_CTR_v_CLP1_SH2.csv

Result file:

global_HuGene_CTR_v_CLP1_SH2.csv

In the result file, the feat_WTnorm and feat_KOnorm columns correspond, for the 3UTRd features, to the d3’UTR ratios in WT and KO samples, respectively.

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 3—source data 3. — Microarray_d3UTR_significance.R: R-script used to perform the analysis. (global_HuGene_CTR_v_CLP1_SH2_3dUTR.csv) corresponds to global_HuGene_CTR_v_CLP1_SH2.csv that was obtained from Figure 3—source data 2 and restricted to the d3’UTR features.

**Figure 3–source data 3. d3’UTR ratio imbalance obtained from microarray data.**

Microarray_d3UTR_significance.R: R-script used to perform the analysis

global_HuGene_CTR_v_CLP1_SH2_3dUTR.csv: This file corresponds to: global_HuGene_CTR_v_CLP1_SH2.csv that was obtained from **Figure 3-source data 2** and restricted to the d3’UTR features.

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Figure 5—source data 1. — In both files (miRNA_target_Refseq.gmt and miRNA_target_Refseq_d3UTR_filtered.csv), the first two columns show miRNA families and individual miRNA(s). (miRNA_target_Refseq.gmt) was used in GSEA to determine the miRNA-specific target gene sets showing significant enrichment in mTEChi or mTEClo. (miRNA_target_Refseq_d3UTR_filtered.csv) was used to determine the proportion of Aire-sensitive and neutral genes potentially targeted in their d3’UTRs by miRNAs. The file (Leading_edge_mTEChi_vs_lo_346_miRNAs.xlsx) summarizes the leading edge analysis of 346 miRNAs or miRNA families and lists the core targets that account for enrichment signals of gene sets significantly deviated (FDR < 0.05) in mTEChi versus mTEClo. Here all significant gene sets are reduced in mTEChi (enriched in mTEClo). Table values are rank metric scores. The last line of the table shows the number of miRNAs or miRNA families potentially recognizing specific leading edge targets.

**Figure 5–source data 1. Potential miRNA-specific target genes with conserved miRNA sites in their 3’UTRs or d3’UTRs, from the TargetScan 6.2 database.**

miRNA_target_Refseq.gmt

miRNA_target_Refseq_d3UTR_filtered.csv

In both files, the first two columns show miRNA families and individual miRNA(s).

miRNA_target_Refseq.gmt was used in GSEA to determine the miRNA-specific target gene sets showing significant enrichment in mTEChi or mTEClo.

miRNA_target_Refseq_d3UTR_filtered.csv was used to determine the proportion of Aire-sensitive and neutral genes potentially targeted in their d3’UTRs by miRNAs.

Leading_edge_mTEChi_vs_lo_346_miRNAs.xlsx

This file summarizes the leading edge analysis of 346 miRNAs or miRNA families and lists the core targets that account for enrichment signals of gene sets significantly deviated (FDR<0.05) in mTEChi versus mTEClo. Here all significant gene sets are reduced in mTEChi (enriched in mTEClo). Table values are rank metric scores. The last line of the table shows the number of miRNAs or miRNA families potentially recognizing specific leading edge targets.

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Supplementary file 1.

**Supplementary File 1. List of shRNAs**

# Supplementary material for: Aire-dependent genes undergo Clp1-mediated 3’UTR shortening associated with higher transcript stability in the thymus
**Source:** eLife. 2020 Apr 29;9:e52985. doi: 10.7554/eLife.52985
**Supplement:** Supplementary file 2.

| **Specie** | **Target** | **Forward** | **Reverse** |
| --- | --- | --- | --- |
| Human | *CLP1* | gagtttacctgttgggctcct | tggttggcttcttgtcatca |
| Mouse | *Clp1* | gcaccaacatcaagctttacaat | gacccagccacaggtgtt |
| Human | *HNRNPL* | ggaggtgaccgaggagaact | cgctcacttttgcctgaga |
| Human | *DDX5* | gccatgtcgggttattcg | ggtttccaaacttctttccaga |
| Human | *DDX17* | ccatacttggaaaggggagat | gtacttgctgggcaagctct |
| Human | *PARP1* | tggaggacgacaaggaaaac | tgttgctaccgatcaccgta |
| Human | *SUPT16H* | tttagggacttgggatttaacg | tccaatgtcaccacaaaagg |
| Human | *PRKDC* | cattggcgagagaactgtagg | gccactgctttcaaaagtga |
| Human | *PABPC1* | tgtactacaagcccaccaagc | tcatggtccctgatcaatttt |
| Human | *CPSF6* | ggtggggacagatttcctg | gtggacgtggtggagtctg |
| Human | *GAPDH* | agccacatcgctcagacac | gcccaatacgaccaaatcc |
| Mouse | *Gapdh* | ggcaaattcaacggcacagt | agatggtgatgggcttccc |
|  | TetOn3G | ctatgcccccacttctgaaa | gtcagcaggcagcatatcaa |
|  | ZsGreen | gtcagcttgtgctggatgaa | ccccgtgatgaagaagatga |

**Supplementary File 2. List of primers**

How the deposited data were processed for this re-analysis (not part of the article)

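RNA-seq counts were taken from 4 libraries of mouse mTEChi, 2 labelled WT and 2 labelled Aire-KO, in a first experiment and a replicate experiment, each from the pooled thymi of 4 mice. The authors trimmed and joined the reads to single-end reads of 50 bp, filtered them with CASAVA, mapped them to mm9 with Bowtie (version 1.0.0) and counted them over RefSeq annotations with bedtools. The deposited values are raw counts of reads wholly inside each exon, given per RefSeq ID and per feature, with no normalization. Ratios, RPKM, CPM and log2 fold changes were computed from the deposited counts. Of 30794 RefSeq IDs, 30216 (98.1%) were matched to 23003 gene symbols, and 578 had none. Counts summed over all RefSeq IDs were 191404483 and 168899954 (WT and Aire-KO) in the first experiment and 111077552 and 242862323 in the replicate experiment.

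The number of the experiment pairs the libraries, since the paper speaks of a replicate experiment, and the deviations of the WT and Aire-KO libraries of one experiment from their group means correlated at 0.71 across 20160 genes. Log counts correlated at 0.956 between the WT libraries and at 0.963 between the Aire-KO libraries (Pearson). The libraries of a genotype hold different counts and are not copies of each other.

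Differences between genotypes were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, genotype only) over all 4 libraries, with adjusted p under 0.05 by Benjamini and Hochberg as the threshold. TMM factors were 1.146 and 0.857 (WT and Aire-KO) in the first experiment and 1.075 and 0.947 in the replicate experiment. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, on 1 RefSeq ID per gene. Members of lists were tested with edgeR in a fit on 1 RefSeq ID per gene as well, and their alternatives were run over all RefSeq IDs. A change in d3’UTR usage was tested with edgeR's interaction of region and genotype. DESeq2 1.42.0 served as an alternative. Other computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

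Within an experiment, Aire-sensitive RefSeq IDs had a fold change (WT over Aire-KO, median-of-ratios size factors) of at least 3, with IDs absent from Aire-KO included and without the Z-score criterion of the paper. The Aire-neutral class was the same number of IDs closest to a fold change of 1 or, within bins, all IDs within 2-fold. Medians of d3’UTR ratios were compared by a permutation test of the rank sum with 100000 resamples and a bootstrap of 10000 draws. Bins of expression held at least 20 IDs of each class and were set beside 10000 random lists. Intervals of a single ratio are exact binomial intervals of counting error. A ratio under 0.25 is called small and one over 0.75 large.

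On simulated data the edgeR test recovered 2% of 2-fold and 92% of 16-fold changes, with 15 false calls among 26590 unchanged IDs. The usage test made 2 false calls among 7675 features, and the permutation test called 4.0% of draws without an effect and 95.0% with ratios lowered to 0.8 of their value. The fold sizes of these simulations were widened after the first outcome was seen.

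Apart from the tests of explanations, the tests, gene lists, alternatives and the rule for named genes were set before the data were examined. The exceptions were 4 alternatives added later and marked as such. The timing of the tests of explanations is given with their results. The rule names the 10 genes with the largest difference each way, the genes the paper names, the first 4 of each list by p, the 6 small and 4 large d3’UTR ratios with most reads, and the first 2 of the usage test each way. Values of the paper's tables had been seen by then, and counts of Aire, Clp1, Ins2, Actb, Gapdh, Cd80, H2-Aa, Cfhr2, Pllp, Xlr4b and Ttr were seen before the predictions for the tests of explanations were written. Genes absent from Aire-KO are given as lower bounds against 3 counts per library. Alternatives covered normalization, test, filters, features, pairing, lengths, classes, depth and leaving out each library. Results on human cells, other tissues, single genes by RT-qPCR and mTEClo rest on other data and were left out.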

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

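Tests on label swap, remaining exons, cornified stage, other cell types, fibroblasts, read number and the action of Aire were chosen only after the results were seen. Those on lengths and feature ends were added after the data were first seen and before their own results, and that on transcripts lower in WT was written before its result. The tests on the action of Aire, the cornified stage and other cell types replaced earlier ones whose results were known, and so did the bound that decides on transcripts lower in WT.

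Aire had more counts in the libraries labelled Aire-KO than in those labelled WT, a signal in a gene whose counts the paper does not report (log2 fold change −1.61, adjusted p = 0.0885 from edgeR). A swap of labels predicts pancreatic genes lower in the libraries labelled WT, and their median was 4.99, which argues against it. Reads from exons left in the allele were taken to predict a change in the 5’UTR share of Aire reads in both experiments. WT over Aire-KO it was 1.01 in the first and 3.11 in the replicate experiment. This cannot tell, since the deleted exons are not named and a deletion outside the 5’UTR need not move its share. The 5’UTR is also only 57 bp long and held 0.146% to 1.083% of the Aire reads of a library. More Aire-expressing cells held before the cornified stage predict a cornified list higher in WT, and its median was 1.52, but the tissue lists, which loss of Aire lowers, had 2.48, which cannot tell. The paper shows most changed genes higher in WT and gives no other measure of Aire in these cells.

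Of 11 fibroblast markers, genes the paper does not discuss, 3 were lower and none higher in the libraries labelled WT (6 lower adjusted over the list alone, median log2 fold change −1.41). Camera gave an adjusted p of 3.77e-05, with an adjusted p of 0.44 with an estimated correlation. Dpt, Col1a2 and Col3a1 had −2.12, −1.99 and −1.82, and none was called without WT replicate 2 (adjusted p from edgeR of 0.0609, 0.172 and 0.205), nor Dpt and Col3a1 without WT replicate 1 (0.074 and 0.0525), Col1a2 and Col3a1 with library sizes alone (0.0584 and 0.0688) and Col3a1 without Aire-KO replicate 2 (0.089). More of every other cell type in the Aire-KO sorts, made after CD45 depletion and with an I-A/E-high gate, predicts all lists of other cells in the same direction, and the thymocyte and dendritic cell medians were 1.19 and 1.49 with 5 members below 0, which cannot tell, since Aire may raise such genes in WT, and the endothelial list (median −1.0) turned to higher in WT without Aire-KO replicate 2. Fibroblasts in those sorts, which that gate should mostly exclude, predict that all members move, and Col1a1, named after its value was seen, had −0.16, with 3 members well under the median change, which cannot tell.

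Transcripts at least 3-fold lower in WT had higher d3’UTR ratios than Aire-neutral ones in the first WT library, by 0.183 (0.016 to 0.339, 116 RefSeq IDs), and −0.11 (−0.342 to 0.134, 60 IDs) in the replicate, a class the paper does not analyse. A low ratio that comes with any large difference in expression predicts values below 0 in both, and this cannot tell, since the bound set before took an interval that includes 0 as evidence against it, which 60 IDs are too few for. Few reads per transcript predict that thinning removes the difference of Aire-sensitive transcripts, which was −0.073 and −0.146 after thinning. Feature lengths, or reads lost at feature ends, predict no difference within length bins. It was −0.097 and −0.109, or −0.089 and −0.124 with corrected lengths, which argues against each as the whole cause within bins. Those bins used all Aire-neutral IDs within 2-fold. For that class the differences without bins were −0.149 and −0.179, so feature length may account for a part. With classes of equal size and no bins, corrected lengths took −0.078 (−0.137 to −0.026) to −0.018 (−0.095 to 0.059) in the first WT library. Most of that came with the 100 bp limit (−0.034 alone). In the replicate, corrected lengths took −0.143 (−0.211 to −0.079) to −0.096 (−0.161 to −0.011). An action of Aire on the choice of pA as the whole cause predicts no difference in Aire-KO, and it was −0.139 (−0.282 to −0.068) and −0.137 (−0.233 to −0.028) at 50 or more upstream reads, −0.073 (−0.143 to −0.003) and −0.208 after thinning, and −0.21 (inside random lists) and −0.297 in read-number bins, which argues against it as the whole cause and leaves a part open.

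Ctla4 was the gene with the largest difference lower in WT (log2 fold change −3.84), and 69 RefSeq IDs in all were lower, which are genes outside those the paper discusses. The cause of neither was tested.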

How the results depend on the processing

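Under DESeq2, 3438 RefSeq IDs were higher and 603 lower, and with the replicate block 4428 and 2777, each including all 1495 and 69 of the reported calls. Library sizes alone gave 2470 higher, and no low-count filter gave 143 lower. Leaving out 1 library gave 1524 (without WT replicate 2) to 3664 higher (without Aire-KO replicate 1) and 66 (without WT replicate 2) to 521 lower (without Aire-KO replicate 2), where the lone library of a genotype is assumed to vary like the other. All 20 top genes kept their call in 8 of 9 settings, and 19 did without WT replicate 2. Library sizes alone turned Clp1 to 0.192, Cpsf6 to 0.113, Cstf2 to 0.235 and Ddx5 to 0.037. Without single libraries, log2 fold changes ran from −0.584 to 0.215 for Clp1, −0.115 to 2.163 for Cfhr2, −0.825 to 0.21 for Cpsf6, −0.477 to 0.206 for Cstf2, −0.889 to 0.159 for Ddx5, −1.179 to 0.399 for Prkdc, −1.342 to 0.048 for Supt16 and −0.334 to 1.956 for Xlr4b. They ran from −3.04 to 0.26 for Eng, −2.11 to 6.87 for Hba-a2, −2.28 to 7.09 for Hbb-b2 and −0.84 to 0.09 for Mcm2. The cause was not tested.

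With an estimated correlation 0 of 26 lists passed the threshold, against 16 with the preset one, 16 with the replicate block, 16 with library sizes alone and 13 (without WT replicate 2) to 20 (without WT replicate 1) without single libraries. Lists with an estimated correlation below the preset 0.01, such as the neuronal one at 0.008, lost their call as well. Correlation among genes therefore does not account for every loss. The block turned the direction of the cell cycle list (adjusted p = 0.877 by camera of limma) and of the cortical list (0.828). Without single libraries the adjusted p by camera of limma ran from 0.0401 to 0.947 for the tuft list, 0.339 to 0.775 for cell cycle, 0.63 to 0.987 for B cells, 3.45e-05 to 0.505 for endothelium and 0.535 to 0.981 for the cortical list, with a turn of direction in each.

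Of 36 alternatives for the d3’UTR difference, 35 kept direction and call, and with corrected lengths and features of at least 100 bp the first WT library gave −0.018. Its bootstrap interval included 0 also with identical features collapsed (−0.123 to 0.008), with classes from edgeR (−0.306 to 0.02) and with the 100 bp limit alone (−0.139 to 0.041). Of 28 within bins, 27 did, and read-number bins gave −0.21 in the first Aire-KO library. The 2-fold threshold gave 1067 Aire-sensitive IDs in the first experiment, and thinning among IDs with at least 50 reads gave a median of 0.039 at 2 M counts. All alternatives for the kept shares (85.8% to 89.4%), the expression ratio and the usage test (0 calls, also with the replicate block) stayed the same. Blocked values stand beside the named genes and lists whose call they change. Features of at least 100 bp without corrected lengths, and bins without transcripts under 0.1 RPKM or by length, were chosen after seeing the data. Few reads limit the ratios in Aire-KO. Crisp2 gave no value without WT replicate 1.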

Differences from the paper's values

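For the d3’UTR difference in WT in the first experiment (700 IDs of each class, without the Z-score criterion), −log10 p was 3.27 by permutation, against the paper's value of about 15 on this scale in Fig. 1C, read by eye, from a Wilcoxon test of 947 of each. That Fig. 1C shows this deposited experiment is not established. All 8 alternatives set before the data were examined differ as well, from 1.02 to 5, and 5 is the largest that 100000 resamples can give.

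Other differences are from the paper's source data for Figure 1, and no alternative was set for them. The compared part of Figure 1—source data 3, its first 1999 rows, held other counts than either deposited experiment for nearly all features. The d3’UTR ratio of Pllp was 0.116 (SD 0.00566, n = 2) in WT and 0.671 (SD 0.183) in Aire-KO, against the paper's 0.0634 and 0.18. Ttr had 19.8 RPKM (SD 8.02) upstream of its proximal pA in Aire-KO, against the paper's 10.6. Xlr4b had a WT ratio of 0.0525 (SD 0.0742) and 1.32 RPKM (SD 1.04) in Aire-KO, against the paper's 0.213 and 0.175, and 0.213 lies inside the counting intervals of its ratio in both WT libraries (0.0281 to 0.275, and 0 to 0.92).

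The paper names Cfhr2, Ttr, Xlr4b and Pllp as Aire-sensitive. Fold changes in the first and the replicate experiment were 0.717 and 5.7 for Cfhr2, 1.76 and 5.33 for Ttr, 1.32 and 2.2 for Xlr4b, and 5.17 and 8.76 for Pllp, so that Pllp passed 3-fold in both, Cfhr2 and Ttr in the replicate alone and Xlr4b in neither. With Aire-KO replicate 1 left out, edgeR called Cfhr2 (adjusted p = 0.0434).

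The paper states that the small ratios of Aire-sensitive genes do not depend on depth. Between full depth and 2 M counts the median of Aire-sensitive transcripts fell from 0.288 to 0.1 in the first experiment, and that of all transcripts from 0.436 to 0.396. The latter values are close to 0.46 and 0.43 for all genes in the paper's figure. The Aire-sensitive IDs with a ratio went from 700 to 529. The paper trimmed and subsampled mapped reads, whereas counts were thinned here, so the procedures are not the same.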

Other observations

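Genes of antigen presentation had list medians below 0, with no gene past the threshold from edgeR without the replicate block, also over the lists alone. Among 10 MHC class II genes none was called in this fit (median log2 fold change −0.63), with Ciita, the class II transactivator, at −1.32 (adjusted p = 0.0926 from edgeR), H2-Ob at −1.37 and Cd74 at −0.79. Of 12 genes of costimulation and NF-kB receptors none was called in this fit either (median −0.85), with Icosl at −1.56, Map3k14 at −1.21 and Relb at −0.94. With the replicate block these genes passed the threshold, with an adjusted p from edgeR of 0.000853 for Ciita, 0.00111 for H2-Ob, 0.0432 for Cd74, 0.000286 for Icosl, 0.0011 for Map3k14 and 0.00662 for Relb. Under DESeq2, Ciita, H2-Ob, Icosl and Map3k14 were called, with an adjusted p of 0.0133, 0.0181, 0.00737 and 0.0267. Cd74 and Relb were not (0.287 and 0.121). Camera with a preset correlation gave both lists the lower direction (adjusted p = 0.00163 and 0.00223 from limma), with an adjusted p of 0.51 and 0.44 with an estimated correlation. Of 15 cornified and post-Aire keratinocyte genes, 4 were higher and none lower, and 7 were higher over the list alone (median 1.52, camera of limma adjusted p = 0.00166, and adjusted p = 0.534 with an estimated correlation), with Krt1 at 4.20, Krt10 at 2.97 and Lypd3 at 2.54.

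Genes of other mTEC subsets showed smaller or mixed differences. Microfold markers had 2 of 12 higher, also over the list alone (median 0.63, camera of limma adjusted p = 0.214), Gp2 at 3.02 and Ccl20 at 2.17 (adjusted p from edgeR of 0.108 for Ccl20 without WT replicate 2). Neuroendocrine markers had 2 of 14 higher, and 4 higher and 1 lower over the list alone (median 0.29, adjusted p = 0.674 by camera of limma), Scg2 at 2.76 and Insm1 at −1.25 (adjusted p from edgeR of 0.116 for Insm1, and 0.00107 with the replicate block). For 14 tuft markers none was called (median 0.55, adjusted p = 0.674 by camera of limma), Trpm5 at 0.79. For 16 genes of medullary identity none was called (median 0.06, mean −0.03 and a test in the lower direction, adjusted p = 0.374 by camera of limma), Foxn1 at −0.85 and Fezf2 at −0.64, which passed the threshold with the replicate block (adjusted p from edgeR of 0.00902 and 0.0498). Of 16 cell cycle genes none was called (median 0.09, test lower, adjusted p = 0.822 by camera of limma), Ccnb1 at 0.50. With an estimated correlation the adjusted p of these 5 lists was 0.722, 0.745, 0.887, 0.7 and 0.887.

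Among markers of other cells, thymocyte genes had 1 of 16 higher and none over the list alone (camera of limma adjusted p = 0.019, and 0.534 with an estimated correlation), Cd3g at 2.55 (adjusted p = 0.0499 from edgeR, and 0.0516 in the fit over all RefSeq IDs). Without Aire-KO replicate 1 the adjusted p of this list by camera of limma was 0.227, without WT replicate 2 it was 0.128, and Cd3g had 0.224 from edgeR without WT replicate 2. Dendritic cell and macrophage genes had 2 of 15 higher, and 5 higher and 1 lower over the list alone (camera of limma adjusted p = 0.0095, and 0.446 with an estimated correlation), Cd209a at 5.22 and Batf3 at −1.78. Without WT replicate 2 the list had 0.102 by camera of limma and Cd209a 0.0546 from edgeR, and with the replicate block Batf3 had 0.000636. B cell genes had 1 of 8 higher, Cd22 at 3.17, and 2 over the list alone (median 0.20, adjusted p = 0.8 by camera of limma). Endothelial genes had none of 10 called by edgeR (median −1.0, adjusted p = 0.166 by camera of limma, and a test in the higher direction without Aire-KO replicate 2). DESeq2 called Eng lower in WT (log2 fold change −2.26, adjusted p = 0.0492), a difference that rests on Aire-KO replicate 2. Eng had 3.7 CPM in WT and 3.16 CPM in Aire-KO in the first experiment. In the replicate experiment it had 3.89 and 31.3 CPM. Cortical genes had 1 of 9 higher, Enpep at 2.66, also over the list alone (median 0.41, test lower, adjusted p = 0.869 by camera of limma). Red cell genes had 1 of 6 higher, Slc4a1 at 4.30, also over the list alone (median 1.24, camera of limma adjusted p = 0.141, and 0.0271 with the replicate block). With an estimated correlation the adjusted p of the last 4 lists was 0.887, 0.718, 0.887 and 0.569.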
